# The MYEOV-MYC association promotes oncogenic miR-17/93-5p expression in pancreatic ductal adenocarcinoma

**DOI:** 10.1038/s41419-021-04387-z

**Published:** 2021-12-20

**Authors:** Hongzhang Shen, Fuqiang Ye, Dongchao Xu, Liangliang Fang, Xiaofeng Zhang, Juanjuan Zhu

**Keywords:** Cell biology, Pancreatic cancer

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is a highly lethal malignancy worldwide. As metastasis and malignant progression are primarily responsible for the poor clinical outcomes of PDAC, identifying key genes involved in these processes and the underlying molecular mechanisms of PDAC is vital. In this study, by analyzing TCGA PDAC data and matched GTEx data, we found that MYEOV expression is associated with poor survival in PDAC patients and higher in carcinoma tissues than in healthy tissues. Elevated levels of MYEOV led to enhanced cell proliferation, invasion and migration in vitro and in vivo. Transcriptome analysis results revealed that MYEOV mediates global alterations in gene expression profiles in PDAC cells. MiRNA-seq analysis showed that MYEOV regulates the expression levels of miR-17-5p and miR-93-5p, and its depletion resulted in reduced cell proliferation, invasion and migration, as observed in MYEOV-knockdown PDAC cells. These effects are likely due to the ability of MYEOV to regulate enrichment of the transcription factor MYC at the gene promoter regions of the two miRNAs. Furthermore, we identified a complex containing MYEOV and MYC in the nucleus, providing additional evidence for the association of MYEOV with MYC. Taken together, our results suggest that MYEOV promotes oncogenic miR-17/93-5p expression by associating with MYC, contributing to PDAC progression.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is a highly lethal malignancy originating in the human pancreas, with fewer than 7% of patients surviving past 5 years [1]. PDAC is a major clinical problem because it has the worst prognosis among all cancers [2]. This poor prognosis is largely due to a delayed diagnosis owing to the lack of any symptoms in its early stages of development, with a PDAC diagnosis often considered to be a “death sentence” to patients [3, 4]. Due to the highly advanced stage and the extent of metastasis to distant sites at the time of diagnosis, PDAC is clinically challenging to treat [5]. Despite substantial advancements in understanding the molecular progression of PDAC, the pathogenesis and mechanisms of PDAC remain unclear, highlighting the need to identify novel targets that may contribute to the highly malignant phenotype of this cancer.

Myeloma overexpressed gene (MYEOV) is a candidate proto-oncogene [6] that is closely associated with gene recombination in many malignant tumors [7–9]. MYEOV is predominantly overexpressed and promotes tumorigenesis in various human cancers, including breast cancer, gastric cancer, colon cancer and non-small cell lung cancer (NSCLC) [10–14]. Similarly, for the first time, we demonstrated herein that MYEOV expression is significantly upregulated in PDAC. Although the dysregulated expression of MYEOV in cancer patients has been associated with its tumorigenic properties, the molecular mechanisms underlying MYEOV-mediated tumorigenesis, particularly in PDAC, remain largely unknown.

MicroRNAs (miRNAs) are involved in PDAC pathobiology [15]. Accumulating data have shown that abnormally expressed miRNAs in PDAC are closely associated with tumor occurrence. Many of these miRNAs have been identified as tumor suppressors or onco-miRNAs that modulate PDAC cell initiation, promotion, metastasis and chemoresistance [16, 17]. Castellano et al. showed that miR-100 and miR-125b synergize with TGF-β to control PDAC tumorigenesis [18]. In another study, the tumor suppressor gene miR-489 inhibited migration and metastasis by targeting the extracellular matrix factors ADAM9 and MMP7 in PDAC [19]. However, the potential interaction between MYEOV and PDAC-related miRNAs requires further investigation.

The oncogene c-MYC (hereafter MYC) governs many crucial cellular functions, including proliferation, apoptosis and metabolism [20, 21]. Dysregulation of MYC expression is associated with the pathogenesis of many human cancers [22, 23]. As a transcription factor, MYC triggers the expression of specific genes, including a broad repertoire of miRNAs, to promote cell growth and proliferation [22, 24]. In B-cell lymphomas, MYC can directly regulate expression of the miR-17-92 gene cluster and inhibit apoptosis [25]. MYC can also regulate tumor progression by inhibiting the expression of other miRNAs, such as the let-7 miRNA family, miR-15a/16-1, miR-26a and miR-34a [26, 27]. Therefore, miRNA expression profiles induced by MYC could play an important role in tumor progression.

MYC is predicted to be the most affected transcriptional factor in response to MYEOV knockdown [28]. Therefore, we speculated that, by regulating MYC activity, an MYEOV-mediated regulatory effect on the expression of specific miRNAs might occur, thus mediating PDAC oncogenesis. The present study revealed that MYEOV expression is significantly upregulated in PDAC cells and patients and associated with poor patient survival. MYEOV depletion restricted the growth of PDAC cells. Importantly, we showed that MYC-induced upregulation of miR-17-5p and miR-93-5p is involved in MYEOV-mediated PDAC oncogenesis. Moreover, MYC enrichment at miR-17/93 gene promoter regions was regulated by MYEOV via the MYEOV-MYC association. In summary, we discovered a novel regulatory role of MYEOV in PDAC progression

## Materials and methods

### Tissues and cell lines

Nineteen pairs of formalin-fixed paraffin-embedded (FFPE) pancreatic carcinoma tissues and adjacent normal tissues were obtained from the Affiliated Hangzhou First People’s Hospital, Zhejiang University School of Medicine (Hangzhou, China). Informed consent was obtained from each participant, and the sampling protocols were performed in accordance with the operational guidelines. The clinical characteristics of the patients included in this study are listed in Table S1. This study was approved by the Ethics Committee of Hangzhou First People’s Hospital. The human PDAC cell lines MIAPaCa-2, BxPC-3, PANC-1 and AsPC-1, as well as normal human pancreatic duct epithelial (HPDE) cells, were obtained from ATCC (Manassas, VA, USA) and cultured according to the manufacturer’s instructions.

### Plasmid construction and siRNA construction, transfection and infection

To overexpress MYEOV, we cloned full-length *Homo sapiens* MYEOV sequences (NM_001293291.2) into the vector pcDNA3.0. To inhibit MYEOV, an siRNA against human MYEOV (Stealth RNAi: siMYEOV-1, HSS120166; siMYEOV-2, HSS120167) and negative control siRNA (Stealth RNAi: siNC, #12935-300) were purchased from Life Technologies (Invitrogen, Carlsbad, CA). To overexpress and inhibit miR-17-5p and miR-93-5p, miRNA mimics and inhibitors were purchased from Ribobio (Guangzhou, China). Plasmids, siRNAs, mimics and inhibitors were transfected into PDAC cells using Lipofectamine 3000 (Invitrogen) according to the manufacturer’s protocol.

To obtain cell lines stably overexpressing MYEOV, MYEOV was cloned into the lentivirus plasmid Pez-Lv105. For stable knockdown cells, the shRNA sequence targeting MYEOV was ligated into the psi-LVRU6MP lentivirus plasmid. Recombinant lentivirus infection and screening were performed according to the manufacturer’s protocol (GeneCopoeia^TM^, Rockville, MD).

### RNA isolation and quantitative reverse transcription PCR

Total RNA was extracted from cells using TRIzol reagent as previously described [29]. For mRNA detection, cDNA was synthesized from 1 μg of total RNA using an Oligo (dT) reverse transcription primer and a HiScript® III 1st Strand cDNA Synthesis kit (Vazyme, Nanjing, China). For miRNA detection, cDNA was generated using 1 μg of total RNA and a specific Bulge-Loop^TM^ miRNA RT primer (Ribobio). Quantitative polymerase chain reaction (qPCR) was performed using ChamQ SYBR qPCR Master Mix (Vazyme). Quantitation of the relative expression levels of the target genes was performed in triplicate and calculated using the 2^−ΔΔCT^ method. GAPDH and U6 [29–31] were used as endogenous controls to normalize mRNA and miRNA expression, respectively.

### Immunoprecipitation and Western blot assays

For the immunoprecipitation (IP) assay, cells were lysed in lysis buffer (50 mM Tris-Cl [pH 7.4], 150 mM NaCl, 0.5% Triton X-100, and 1 mM EDTA) supplemented with protease inhibitor cocktail (Roche, Switzerland). The lysates were incubated with the appropriate antibodies for 4 h overnight at 4 °C before protein A/G agarose beads were added and incubated with the samples for 2 h. The beads were then washed four times with lysis buffer and eluted for 5 min with SDS loading buffer. Subsequently, the immunoprecipitated proteins were then subjected to Western blot analysis as described previously [32]. Anti-c-MYC (#5605; Cell Signaling Technology, USA), anti-β-actin (A5441; Sigma-Aldrich, USA) and anti-MYEOV (ab121387; Abcam, England) antibodies were used for Western blotting.

### Immunohistochemistry

All the samples were fixed in 4% paraformaldehyde, embedded in paraffin, sliced into sections, and placed on adhesion microscope slides. The sections were then subjected to immunohistochemical (IHC) staining according to standard procedures, with anti-MYEOV (HPA012949; Sigma) used as the primary antibody.

### Immunofluorescence and confocal microscopy

Confocal microscopy was performed as previously described [33]. Briefly, cells seeded onto glass coverslips were fixed with 4% paraformaldehyde in PBS for 20 min, permeabilized with 0.25% Triton X-100 and blocked with 5% bovine serum albumin at room temperature. The cells were subsequently incubated with the indicated primary antibodies, followed by staining with AlexaFluor488- and Cyanin3-conjugated secondary antibodies (both from ThermoFisher, USA) for immunofluorescence detection. Nuclei were counterstained with DAPI (Sigma-Aldrich), and the slides were mounted with fluorescence mounting medium (Dako, Denmark). Images of the cells were captured using a Carl Zeiss LSM700 laser scanning confocal microscope under a 64× oil objective.

### Colony formation and cell proliferation assays

For colony formation assays, transfected cells were plated in six-well plates in triplicate at a density of 500 cells per well. The cells were allowed to grow for two weeks at 37 °C until colonies were visible. To visualize the colonies, they were fixed in 4% paraformaldehyde for 15 min and then stained with a 0.1% crystal violet solution (Sigma-Aldrich). The cell proliferation rate was determined using the Cell Counting Kit-8 (CCK-8) assay (MedChemExpress, China) according to the manufacturer’s protocol. After 48 h of transfection, AsPC-1 and PANC-1 cells (2 × 10^3^) were seeded in 96-well plates (100 μL). Subsequently, 10 μL of CCK-8 solution was added to each well, and the plates were incubated at 37 °C for an additional 2 h. An automatic microplate reader (Tecan, Austria) was used to measure the absorbance of each well at a wavelength of 450 nm. Additionally, a standard curve was established to calculate the cell numbers. Each experiment was repeated at least three times.

### Transwell invasion assay

The treated cells were cultured in serum-free medium for 24 h. Next, 5 × 10^4^ serum-starved cells were added to the top of a 24-well Millipore Transwell chamber (Millipore, USA) coated with diluted Matrigel (BD Biosciences, Germany), and 600 μL of culture medium containing 20% FBS was added to the lower chamber. After 24 h, the cells located in the lower chamber were stained with a 0.1% crystal violet solution for microscopic analysis.

### Wound scratch assay

A scratch was made with a sterile P200 pipette tip in the center of each well of a six-well plate cultured with transfected cells. The medium was replaced with serum-free medium, and the transfected cells were incubated for 24 h. The ability of the cells to migrate across the wound was determined by comparing the 0- and 24-h phase contrast micrographs of three marked positions. The wound area was measured, and the percentage of wound healing was estimated using ImageJ (v 1.8.0).

### Flow cytometry assay

For apoptosis analysis, AsPC-1 and PANC-1 cells transfected with siRNA after serum starvation for 24 h were harvested by trypsinization. After they were double stained with FITC-Annexin V and propidium iodide (PI; BD Biosciences), the cells were subjected to flow cytometry using the Attune NxT flow cytometer (Life Technologies) and analyzed using FlowJo software (v10.0.7). The cells were divided into four categories: viable, dead, early apoptotic and apoptotic cells. All assays were independently performed at least three times.

### Tumor xenograft assay

The animal experiments and care were approved by the Animal Ethical and Welfare Committee (IACUC-20181015-05) of Zhejiang Chinese Medical University. All animal studies were conducted in strict accordance with the guidelines of the Animal Care and Use Committee of Animal Ethical and Welfare Committee of Zhejiang Chinese Medical University. Twenty-four 6-week-old NOD/SCID mice (SHANGHAI SLAC, Shanghai) were purchased and randomly divided into four groups. The mice were raised under specific pathogen-free (SPF), 12-hour light and dark cycle conditions, with a room temperature of 22 ± 0.5 °C, a relative humidity of 40%–70%, and freely access to feed and water. PANC-1 cells were infected with lentiviruses harboring an MYEOV overexpression vector [PANC-1 (MYEOV)] or its negative control blank vector (PANC-1 (NEG)] or with an MYEOV shRNA knockdown vector [PANC-1 (shMYEOV)] or its negative control blank vector [PANC-1 (shNEG)]. Stable cell lines were obtained by screening with puromycin. To evaluate cell proliferation in vivo, the four stable cell lines described above were subcutaneously injected into the four groups of mice (8 × 10^6^ per mouse). The mice were monitored weekly for tumor growth and size and were sacrificed 8 weeks post-injection. Before the mice were sacrificed, they were euthanized with carbon dioxide inhalation to alleviate pain. All the tumors were harvested and weighed for analysis. Tumor growth was measured weekly with a caliper from weeks 1 to 8. Tumor volume analyses were based on the following equation: V = (length × width^2^)/2.

### Chromatin immunoprecipitation (ChIP)

ChIP was conducted in PANC-1 cells using a SimpleChIP Enzymatic Chromatin IP kit (#9002; Cell Signaling Technology, USA) according to the manufacturer’s protocol. Cells were fixed with 1% formaldehyde for 10 min at room temperature, and fixation was stopped by adding glycine followed by an additional incubation at room temperature for 5 min. Subsequently, the cells were scraped, pelleted and then lysed in 1 mL of Buffer A supplemented with a protease inhibitors cocktail (PIC) and DTT for 10 min on ice. After centrifugation at 2,000 × g for 5 min at 4 °C, the pelleted nuclei were resuspended in 1 mL of Buffer B supplemented with DTT and incubated for 10 min at 4 °C. After repeating the centrifugation step, the pelleted nuclei were resuspended in 100 µl of Buffer B, mixed with 0.5 µl of micrococcal nuclease, and then incubated for 20 min at 37 °C with frequent mixing to digest the DNA into approximately 150- to 900-bp fragments. Next, 10 µl of 0.5 M EDTA was added to stop the digestion. After centrifugation at 16,000 × g for 1 min at 4 °C, the pelleted nuclei were resuspended in 500 µl of ChIP buffer and sonicated for 20 min. After centrifugation at 9,400 × g for 10 min at 4 °C, the supernatant was obtained as the cross-linked chromatin preparation. For optimal ChIP results, we used approximately 5-10 µg of digested, cross-linked chromatin per IP reaction. For each IP, we added the immunoprecipitating antibodies to 500 µl of the diluted chromatin. After incubating the IP samples 4 h to overnight at 4 °C with rotation, ChIP-Grade Protein G Agarose Beads were added to each IP reaction. After a 2-h incubation at 4 °C with rotation, the beads were washed three times with 1 mL of low-salt wash buffer and then once with 1 mL of high-salt wash buffer. The DNA was eluted in elution buffer, and crosslinks were reversed by incubation overnight at 65 °C. The RNA and protein were digested using RNase A and Proteinase K, and the DNA was purified by phenol-chloroform extraction and isopropanol precipitation. The target DNA abundance in ChIP eluates was assayed by qPCR with primer pairs designed to generate 100- to 200-bp products. An isotype-matched IgG antibody was used as a control. The antibodies used for ChIP assays were as follows: anti-MYC (#9402; Cell Signaling Technology), anti-Histone H3 (D2B12) XP® Rabbit mAb (#4620; Cell Signaling Technology), and normal rabbit IgG (#2729; Cell Signaling Technology). The sequences of the primers used for ChIP assays were as follows: positive B23 gene forward primer: 5’-GCTACATCCGGGACTCACC-3’; positive B23 gene reverse primer: 5’-GCTGCCATCACAGTACATGC-3’; miR-17 gene cluster promoter forward primer: 5’-AAAGGCAGGCTCGTCGTTG-3’; miR-17 gene cluster promoter reverse primer: 5’-CGGGATAAAGAGTTGTTTCTCCAA-3’; miR-93 gene promoter forward primer: 5’-ATTGGCCATCACACCCAGAG-3’; and miR-93 gene promoter reverse primer: 5’-GTGTAAACAGTGTCCTTCCGC-3’.

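The primer pairs were located on GRCh37 by exact match, and the genes there were taken from the GENCODE annotation for that build. The B23 amplicon lies on chromosome 5 from 170815621 to 170815765 (145 bp), in NPM1, the gene that encodes B23. It starts 768 bp downstream of the start of transcript NPM1-201, in its intron 1, and overlaps exons of 3 other transcripts of the gene. The amplicon of the miR-17 gene cluster promoter lies on chromosome 13 from 92001484 to 92001576 (93 bp), in the lncRNA gene MIR17HG (plus strand, 91999940 to 92049846). It lies 1533 bp downstream of the start of transcript MIR17HG-212, in its intron 1, and overlaps exons of 3 other transcripts. The amplicon of the miR-93 gene promoter lies on chromosome 7 from 99698234 to 99698374 (141 bp), in MCM7 (minus strand, 99689856 to 99699563). It lies 646 bp downstream of the start of transcript MCM7-201, in its intron 1, and overlaps exons of 5 other transcripts. The canonical E-box CACGTG, to which MYC binds with its partner MAX, occurs in none of the 3 amplicons. Within 1000 bp of the amplicons, it occurs at 170815578 and 170815589 beside the B23 amplicon, at 92001957 and 92002452 beside the miR-17 amplicon, and at 99699040 beside the miR-93 amplicon. Other forms of the E-box were not searched for.

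**Figure D1:**
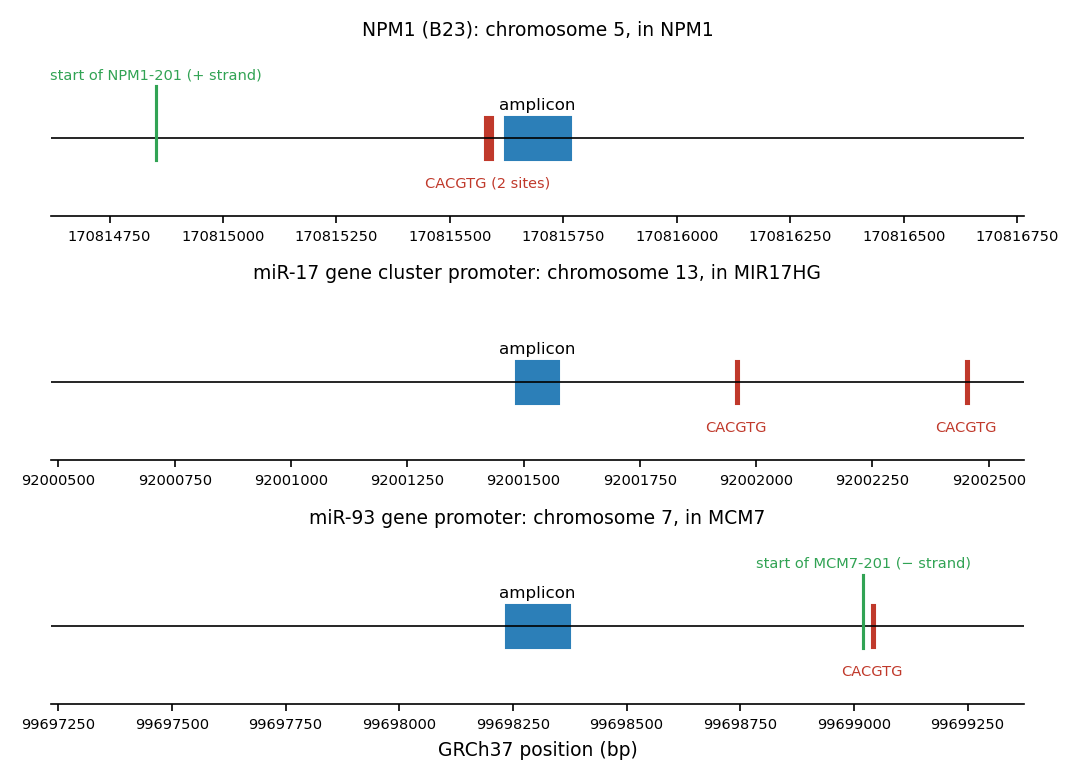
Position of the ChIP amplicons (blue) on GRCh37 (horizontal axes, bp), with 1000 bp on either side, the CACGTG sites (red) and the start of transcripts NPM1-201 and MCM7-201 (green). The start of MIR17HG-212 lies outside the part drawn, 1533 bp upstream of the amplicon.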

### Bioinformatics analysis

The GEPIA (Gene Expression Profiling Interactive Analysis) webserver [34], which integrates TCGA and GTEx data, was accessed to perform MYEOV-related differential gene and survival analyses using the “Differential Genes Analysis” and “Most Significant Survival Genes” modules, respectively. All available samples classified as PDAC (*n* = 178) in TCGA and non-cancerous pancreatic (NCP) tissue samples (*n* = 171) in TCGA and GTEx were used to perform differential analysis based on the MYEOV expression profiles. The clinicopathological features and MYEOV gene expression values (measured as fragments per kilobase million, FPKM) corresponding to these samples were extracted from the TCGA and GETx resource centers. The receiver operating characteristic (ROC) curve based on MYEOV abundance was plotted, and the area under the ROC curve (AUC) was calculated using R (v 3.5.1).

Survival analysis in GEPIA was first conducted via the “Most Differential Survival Genes” module to identify genes associated with PDAC patient survival using the following parameters: Datasets Selection = PAAD, Methods = Overall Survival, and Group Cutoff = Median. Next, the “Survival Plots” module was used to generate survival curves corresponding to specific genes based on expression levels using the following parameters: Gene = MYEOV, Methods = Overall Survival or Disease Free Survival, Group Cutoff = Median, Hazards Ratio (HR) = Yes, 95% Confidence Interval = Yes, Axis Units = Months, and Datasets Selection = PAAD.

### RNA-Seq experiments

The RNA sequencing experiments and downstream data analysis were performed as described by Hu et al. [35]. Briefly, total RNA from each sample was extracted using TRIzol reagent (Invitrogen) and used to prepare a cDNA library based on the standard Illumina RNA-Seq protocol. The generated cDNA library was sequenced on an Illumina HiSeq2000 instrument in a 2 × 150 bp layout. To estimate gene expression abundance and differentially expressed genes (DEGs) among the samples, the obtained raw RNA-Seq datasets were filtered using Trimmomatic to remove low-quality reads and potential adapter contamination [36]. The quality-controlled reads were then mapped to the human genome (hg19) using HISAT2 with default parameters [37]. Only uniquely mapped reads were retained to quantify gene expression abundance at the count level based on the Ensembl human gene annotation [38]. The DEGs with significant differences and log2-transformed gene expression fold changes (LFCs) were estimated using edgeR after TMM normalization (FDR < 0.05) [39]. All the original RNA-Seq data were deposited in the GEO database (GEO accession number: GSE143828).

### Small RNA sequencing experiments

Cells were harvested after 24 h, and total RNA was extracted using TRIzol reagent (Invitrogen) to prepare a small RNA library based on the standard Illumina small RNA sequencing protocol. The generated library was sequenced on an Illumina HiSeq2500 instrument in a 1 × 50 bp layout. We mapped the obtained small RNA sequencing data following the mapping steps according to the method described by Hu [40]. To remove the adapter sequence at the 3’ end of the raw sequence reads, all the sequences were trimmed using a custom trimming procedure [41]. The trimmed sequences were then mapped to the human genome (hg19) using Bowtie [42]. Only sequences that perfectly matched the genome and had a length ranging from 18 to 28 nucleotides were retained for miRNA expression quantification. We quantified miRNA expression abundance following the quantification method described by Hu [43]. First, we collected all the sequences that mapped within three nucleotides upstream or downstream of the 5’ end position of each mature miRNA. Next, for each mature miRNA, the sequence with the maximal expression count number was designated as the reference sequence. The expression abundance of each miRNA was further estimated as the sum of the count number of the reference sequence and sequences mapping at the same 5’ end position as the reference sequence.

### Statistical analysis

All experiments were independently performed at least three times. The values are presented as means ± standard error of the mean (SEM). Differences between two groups and more than two groups were assessed by two-tailed Student’s t-test and one-way analysis of variance (ANOVA), respectively. Analysis was performed using Microsoft Excel 2017, SPSS 22.0 and GraphPad Prism (Prism 5 for Windows). A P value of less than 0.05 indicated statistical significance.

## Results

### MYEOV overexpression is associated with poor patient survival in PDAC

To identify the genes associated with PDAC survival, we performed survival analysis based on TCGA [44] and GTEx [45, 46] data integrated in GEPIA (Table S2). A higher MYEOV level in PDAC was correlated with a worse overall survival and disease-free survival outcomes (Fig. 1a, b). Additionally, the expression levels of MYEOV were clearly increased in PDAC tissues (*n* = 178) compared with NCP tissues (*n* = 171) (*P* < 0.05, Fig. 1c). Based on the expression profiles of MYEOV in the PDAC and NCP tissue samples, the AUC was determined as 0.878 (95% confidence interval (CI): 0.839-0.918; Fig. 1d), indicating that this aberrantly expressed gene may be of great diagnostic value to distinguish PDAC from NCP tissues. Furthermore, we explored the correlation between the MYEOV expression levels and clinicopathological features in 178 PDAC patients (Table 1). To validate the results of the in silico studies, in situ hybridization (ISH) staining was performed, the results of which confirmed higher MYEOV expression in 19 FFPE PDAC samples than in the matched adjacent normal tissues (Fig. 1e, S1a, b). Consistently, the prognosis of patients with high expression of MYEOV was significantly worse than that of patients with low expression of MYEOV (*P* < 0.05) (Fig. S1c). After observing increased MYEOV expression in PDAC, we analyzed MYEOV expression in 4 PDAC cell lines and 1 normal HPDE cell line and confirmed the increased MYEOV expression levels in cancer cells (Fig. 1f; *P* < 0.05). Overall, these findings indicate that survival-related MYEOV is overexpressed in PDAC.

**Fig. 1:**
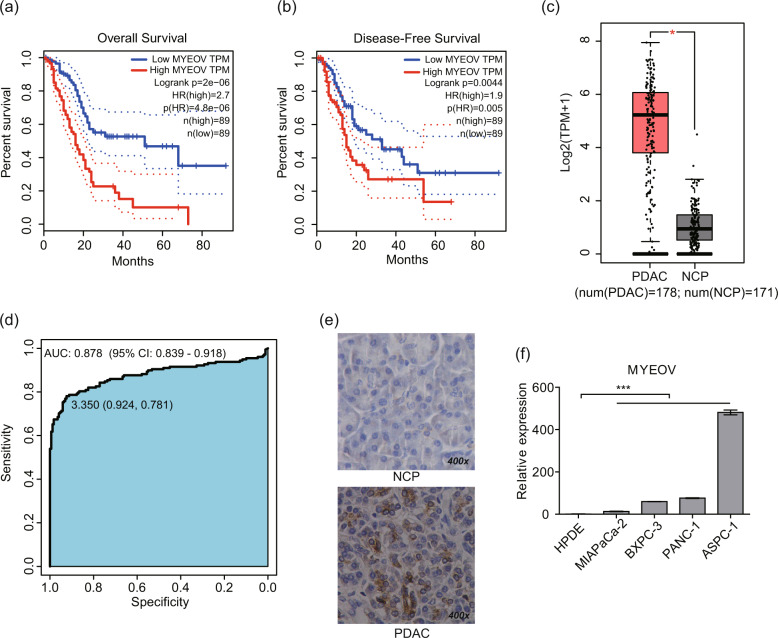
MYEOV is correlated with the poor prognosis of PDAC patients and is highly expressed in PDAC cells. **a**, **b** Kaplan–Meier curves of overall survival (**a**) and disease-free survival (**b**) of patients with PDAC based on MYEOV expression in the GEPIA database using the log-rank test. The dotted lines indicate the 95% confidence intervals for survival percentage at each time point as obtained by survival analysis. **c** MYEOV expression levels in PDAC (*n* = 178) and NCP tissues (*n* = 171) based on the expression levels in GEPIA database. Gene expression profiles of MYEOV from all available samples classified as PDAC tissue (*n* = 178) in TCGA and NCP tissue (*n* = 171) in TCGA and GTEx were chosen to perform differential analysis in GEPIA. The data are presented as the means ± SEM. *P < 0.05 (one-way ANOVA). **d** ROC curves based on the gene expression profiles of MYEOV in PDAC and normal tissue samples. The AUC value with a 95% CI is indicated. **e** Representative images of the IHC staining analyses of 19 FFPE PDAC and NCP tissues using an anti-MYEOV antibody (400× magnification). **f** Comparison of MYEOV expression levels in PDAC cell lines and normal pancreatic epithelial cells by qPCR. All *n* ≥ 3; bar, SEM; ***P < 0.001; Student’s *t*-test. ANOVA, analysis of variance; PDAC, Pancreatic ductal adenocarcinoma; NCP, non-cancerous pancreas; TPM, transcripts per kilobase million; ROC, receiver operating characteristic.

**Table 1:** Correlation of MYEOV expression with clinicopathological features in PDAC samples from the TCGA database.

Clinicopathological features	*n*	Mean expression of MYEOV (FPKM)	*P* value
**Gender**			
Male	98	17.25	0.189
Female	80	14.14	
**TNM stage**			
I	21	9.8	0.084
II	146	17.34	
III	3	14.28	
IV	5	5.72	
Not reported	3	4.42	
**Race**			
Asian	11	16.25	0.487
Black or African American	6	6.02	
White	157	16.21	
Not reported	4	15.46	

### MYEOV deficiency leads to reduced proliferation, invasion and migration of PDAC cells in vitro and in vivo

To assess the role of MYEOV in PDAC cell proliferation, we depleted MYEOV in two PDAC cancer cell lines (AsPC-1 and PANC-1) by transfecting cells with MYEOV-targeting siRNAs and then performing CCK-8 and colony formation assays. The viability of MYEOV-knockdown cells was significantly reduced compared with that of the corresponding control cells (Fig. 2a, b, c). Additionally, to validate the outcomes of MYEOV depletion assays, we overexpressed MYEOV in PANC cells and observed increased cell viability (Fig. S2a). Subsequently, we investigated the role of MYEOV in cell apoptosis using flow cytometry. The apoptosis rates were elevated after MYEOV depletion (Fig. 2d). To further examine the influence of MYEOV on the migration and invasion of PDAC cells, wound healing and Matrigel Transwell assays were performed. MYEOV-depleted cells had lower recovery rates and reduced cell invasion ability than the control cells (Fig. 2e, f). These in vitro results demonstrate that MYEOV likely plays a pro-cancer biological role in PDAC cells by promoting cell proliferation, migration and invasion.

**Fig. 2:**
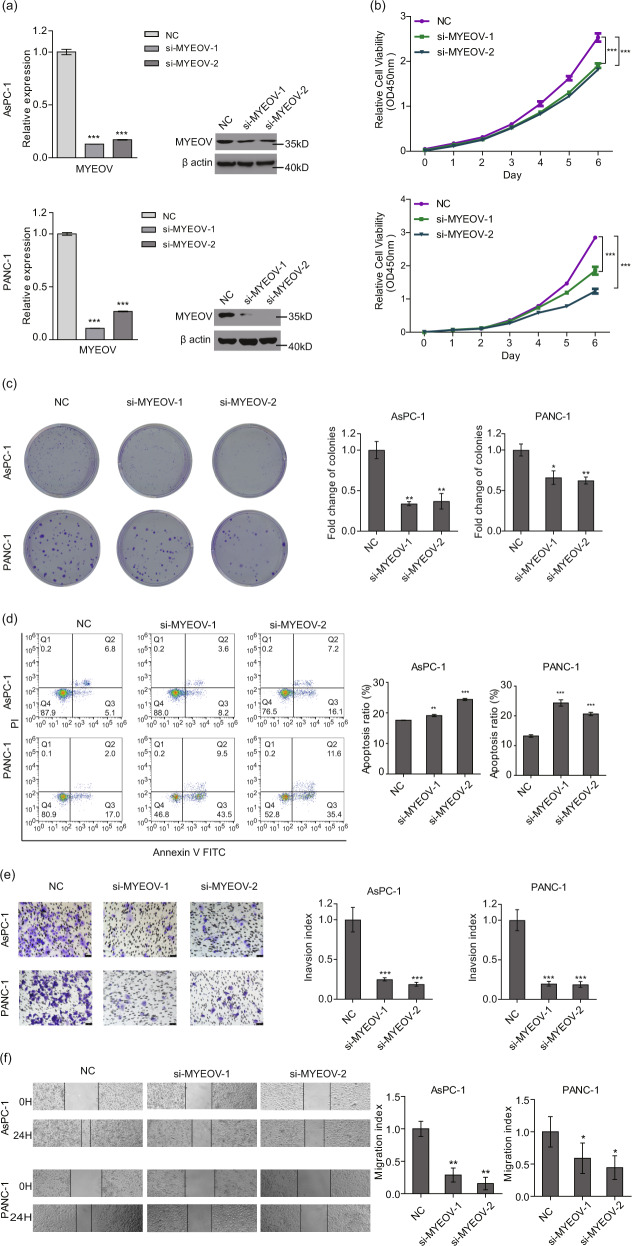
MYEOV knockdown inhibits cell proliferation, invasion and migration in PDAC in vitro. **a** The expression levels of MYEOV were quantified by qPCR and Western blot. **b**, **c** Cell proliferation measured by the CCK-8 (**b**) and colony formation assays (**c**). **d** Apoptosis as determined by flow cytometry. **e**, **f** Cell invasion (**e**) and migration (**f**) as determined by transwell invasion assays (200× magnification) and scratch assays (40× magnification). All *n* ≥ 3; bar, SEM; *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 compared with NC; Student’s *t*-test.

Xenograft mouse models were used to determine the in vivo functions of MYEOV. The qPCR results validated MYEOV expression in the four types of PANC-1 cells, with increased levels observed in tumors derived from mice injected with MYEOV overexpression cells and decreased levels in tumors derived from MYEOV-knockdown cells compared with the controls (Fig. 3a). Consistent with the in vitro findings, significant decreases in the tumor volume and growth rates were observed in mice injected with MYEOV-knockdown PANC-1 cells compared with those in the negative control group, whereas mice injected with MYEOV-overexpressing cells showed the opposite effect (Fig. 3b, c). Taken together, our data demonstrated that MYEOV deficiency leads to reduced proliferation of PDAC cells in vitro and in vivo.

**Fig. 3:**
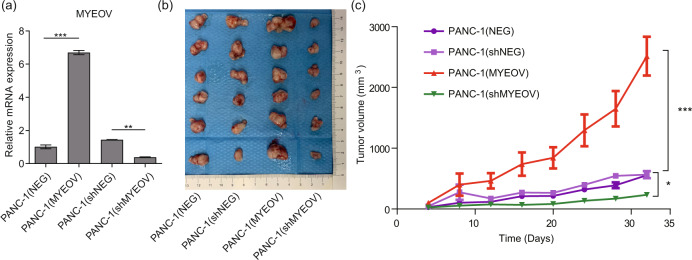
MYEOV knockdown inhibits cell growth in PDAC in vivo. **a** The qPCR-based expression levels of MYEOV in four types of stable PANC-1 cell lines. PANC-1 cells were infected with lentiviruses harboring a MYEOV overexpression vector [PANC-1 (MYEOV)] or its negative control blank vector [PANC-1 (NEG)] or with a MYEOV shRNA knockdown vector [PANC-1 (shMYEOV)] or its control negative blank vector [PANC-1 (shNEG)]. **b**, **c** Tumor volume (**b**) and tumor growth curves (**c**) after four types of stable cell lines were injected into NOD/SCID mice. All *n* ≥ 3; bar, SEM; *P < 0.05, **P < 0.01 and ***P < 0.001 compared with NC; Student’s *t*-test.

### Global effect of MYEOV depletion on the transcriptome in PDAC cells

Having demonstrated that MYEOV can promote tumor progression, we further investigated MYEOV-mediated changes in the global transcriptome in MYEOV-depleted PDAC cells (PANC-1 and AsPC-1) by mRNA-Seq. MYEOV depletion resulted in the differential expression of 1005 genes (negative binomial test; FDR < 0.05), with 409 genes upregulated and 596 downregulated, including MYEOV itself (Fig. S2b). Gene ontology (GO) analysis of DEGs following MYEOV knockdown revealed an enrichment of genes involved in cell-cell adhesion, G1/S transition of the mitotic cell cycle, regulation of angiogenesis and other cellular processes (Fig. 4a). These DEGs were primarily enriched in molecular functions, such as cadherin binding and protein binding. Furthermore, the DEG profile identified by GO analysis was further cross-validated by analyzing the expression levels of these genes via qPCR (Fig. 4b, Table S3). Except for the differential expression of the two genes EIF5 and MAPRE1, which were not validated in AsPC-1 cells, the remaining qPCR results were consistent with mRNA-Seq. Collectively, these results suggest that MYEOV is a crucial oncogene that causes global alterations in the gene expression profiles of PDAC cells.

**Fig. 4:**
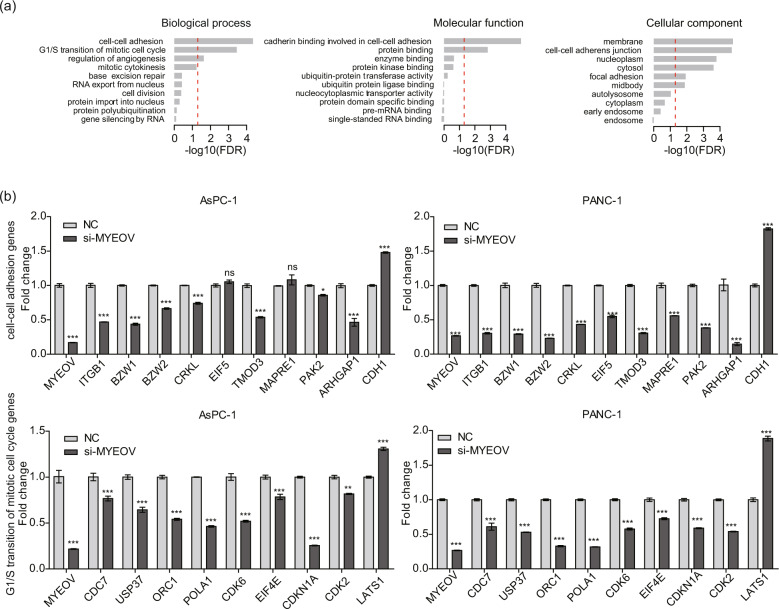
Global effect of MYEOV depletion on the transcriptome in PDAC cells. **a** GO enrichment analysis for differentially regulated mRNAs in MYEOV-depleted AsPC-1 and PANC-1 cells. The red dashed line indicates an FDR cut-off of value of 0.05. The *y*-axis represents specific GO items of three GO categories (biological process, molecular function and cellular component). The *x*-axis represents the enrichment magnitude of a specific GO item as measured by the FDR of Fisher’s exact test on a -log10 scale. **b** qPCR validation of selected genes during the cell-cell adhesion and G1/S transition of the mitotic cell cycle processes in PDAC cells. All *n* = 3; bar, SEM; *P < 0.05, **P < 0.01 and ***P < 0.001 compared with NC; Student’s *t*-test.

### MYEOV-regulated miR-17/93-5p affects PDAC cell proliferation, invasion and migration

As important gene regulators, miRNAs are involved in the development and progression of PDAC. 

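Small RNA from 12 cultures of PANC-1 and AsPC-1 cells was sequenced. Both are established human PDAC cell lines, PANC-1 derived from a primary tumor of the pancreas and AsPC-1 from ascites. In each line, 3 control cultures were compared with 3 cultures in which MYEOV was knocked down with siRNA, and each culture gave 1 library of 50-nt reads. The methods describe a harvest after 24 h, whereas the sample labels give 48 h and name another Illumina instrument than the methods do. The controls are described as negative-control siRNA in the methods, and as untreated wild-type cells in the labels and in the legend of Fig. S2. If they were untreated, no comparison made here can tell the effect of MYEOV knockdown apart from that of siRNA transfection as such. The labels number the libraries of each group from 1 to 3. These numbers were taken as replicate numbers, although for the knockdown libraries they could also denote the siRNA used. Neither the labels nor the paper's text name a sequencing batch. MYEOV is not among the miRNAs counted, so the degree of its knockdown was not measured in these libraries.

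The authors trimmed the 3′ adapter, mapped the reads to hg19 with Bowtie, kept perfect matches of miRNA length, and counted for each mature miRNA its most abundant sequence together with the sequences that share the same 5′ end. The deposited values are these read counts, without normalization, and a miRNA that is not listed for a library was given a count of 0. The control libraries of AsPC-1 held 6463528 to 7311783 counted reads (median 7144500), and the knockdown libraries held 5587106 to 5934261 (median 5865894), so each AsPC-1 knockdown library was smaller than each AsPC-1 control library. In PANC-1, the control libraries held 3805084 to 5049361 reads (median 4198877) and the knockdown libraries 3928990 to 4931799 (median 3973267). Between 1014 and 1144 miRNAs were listed per library. MiR-21-5p was the most abundant miRNA in each library, with 17.2% to 19.2% of the reads in AsPC-1 and 25.0% to 30.1% in PANC-1. The 10 most abundant miRNAs together held 57.0% to 59.9% of the reads in AsPC-1. In PANC-1, they held 60.2% to 61.5% in the control libraries and 63.2% to 64.9% in the knockdown libraries. At these depths, a count of 3 equals 0.410 to 0.788 CPM (counts scaled to a common library size). Reads made by PCR without molecular identifiers are not independent molecules, so this floor covers counting error only.

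No pair of replicate libraries held identical counts. The chi-square statistic per degree of freedom between replicate libraries of one group ranged from 8.13 to 224, above the sampling noise in each pair. The largest values were those of AsPC-1 control replicate 1 against control replicate 2 (224) and against control replicate 3 (183), whereas control replicates 2 and 3 gave 22.1. Each library was counted as 1 replicate, as labelled. The statistic compares the libraries with counting noise only, so it cannot tell separate cultures from separate libraries of one RNA. In each line, the miRNAs that passed edgeR's filterByExpr with a minimum count of 10 were kept, which were 498 of the 1455 listed in AsPC-1 and 551 of the 1521 listed in PANC-1. Counts were scaled with edgeR's trimmed mean of M-values (TMM) factors and tested in each line separately with its quasi-likelihood test, with no replicate block. MiRNAs with a Benjamini-Hochberg adjusted p under 0.05 were called DE. The scaling, the filter, the test and the use of the replicate numbers as a block are the choices that could change the numbers.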

To identify the miRNAs regulated by MYEOV, we performed high-throughput miRNA-Seq in MYEOV-depleted PDAC cells (PANC-1 and AsPC-1). 

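After MYEOV depletion, 57 of the 498 miRNAs tested in AsPC-1 cells were DE in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 123 had an unadjusted p under 0.05. In PANC-1 cells, 121 of the 551 miRNAs tested were DE, and 197 had an unadjusted p under 0.05. The changes were small in both lines. The median absolute log2 fold change (LFC) of the DE miRNAs was 0.51 in AsPC-1, with a maximum of 1.39, and 0.40 in PANC-1, with a maximum of 1.23. An absolute LFC above 1 was reached by 8 DE miRNAs in AsPC-1 and 5 in PANC-1. The common biological coefficient of variation between replicates was 0.0976 in AsPC-1 and 0.0820 in PANC-1. The normalized CPM of the 3 control and the 3 knockdown libraries did not overlap for 152 of the 498 miRNAs in AsPC-1 (30.5%) and for 202 of the 551 in PANC-1 (36.7%), where chance alone gives 10%. Among the DE miRNAs, the groups did not overlap for all 57 in AsPC-1 and for 105 of the 121 in PANC-1.

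With the replicate number as a replicate block, 29 miRNAs were DE in AsPC-1 and 153 in PANC-1. Libraries with the same number did not clearly deviate together. The mean correlation of their deviations from the group means was -0.0496 in AsPC-1 and 0.0731 in PANC-1. The numbers also depended on the threshold on the adjusted p. A threshold of 0.1 gave 90 DE miRNAs in AsPC-1 and 164 in PANC-1, and a threshold of 0.01 gave 27 in AsPC-1 and 53 in PANC-1.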

We identified 54 and 39 differentially expressed (DE) miRNAs after MYEOV depletion in PANC-1 and AsPC-1 cells, respectively (Fig. S2c; negative binomial test; FDR < 0.05). Fifteen miRNAs displayed differential expression in both PDAC cancer cell lines that was significantly more than expected by chance (hypergeometric test; *P* < 0.05). Moreover, the changes in expression of these 15 DE miRNAs were positively correlated between PANC-1 and AsPC-1 cells (Fig. S2d; Pearson’s correlation coefficient α = 0.85; *P* < 0.0001). These results indicated that MYEOV depletion disrupted the miRNA transcription machinery and led to aberrantly expressed miRNAs in both PDAC cells. 

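In all, 414 miRNAs were tested in both lines. Of these, 49 were DE in AsPC-1 and 90 in PANC-1. The overlap comprised 27 miRNAs, where 10.7 were expected by chance (odds ratio 5.88; one-sided exact hypergeometric test over the 414 miRNAs, p = 4.11e-08). With the replicate block, 16 miRNAs were shared, with an odds ratio of 4.87 (one-sided exact hypergeometric test, p = 0.000186). The deviations of same-numbered libraries from the group means had a mean correlation of -0.0496 in AsPC-1 and 0.0731 in PANC-1. The shared number ranged from 12 to 38 across the 12 fits that each left out one replicate of one line.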

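Over the 27 miRNAs that were DE in both lines, the LFC in AsPC-1 and in PANC-1 had a Pearson's r of 0.888 and a Spearman's rho of 0.742 (two-sided permutation tests with 100000 resamples, p = 1e-05 for r, the smallest these resamples can give, and p = 4e-05 for rho). Adjusted over the 4 sets of miRNAs for which a correlation was computed, these values stayed at 1e-05 and 4e-05. Without the 2 miRNAs whose LFC in PANC-1 lay farthest from the median, r was 0.855. Across the 12 fits that each left out one replicate, r over the miRNAs then DE in both lines ranged from 0.552 to 0.904. It was lowest without AsPC-1 knockdown replicate 3. The correlation is taken across miRNAs, which are not independent replicates. With the replicate block, r over the 16 shared miRNAs was 0.42 (permutation test, p = 0.0993), where same-numbered libraries had a mean correlation of -0.0496 in AsPC-1 and 0.0731 in PANC-1 in their deviations from the group means. For all miRNAs that were DE in a given line, whether or not they were DE in the other, the correlation was lower. It was 0.774 over the 49 miRNAs that were DE in AsPC-1, of which 46 changed in the same direction in PANC-1. It was 0.695 over the 90 miRNAs that were DE in PANC-1, of which 77 changed in the same direction in AsPC-1.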

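Over all 414 miRNAs tested in both lines, without selection for DE, the LFC of AsPC-1 and PANC-1 had a Pearson's r of 0.536 and a Spearman's rho of 0.531 (permutation test, p = 1e-05 for each, the smallest the resamples can give; adjusted p = 1e-05 and 1.3e-05). Without the 2 miRNAs farthest from the median, r was 0.525. The LFC had the same sign in both lines for 69.8% of these miRNAs. From the number of miRNAs changed in each line, the overlap beyond chance and the correlated changes, the paper concludes that loss of MYEOV disturbs the machinery of miRNA transcription and leads to aberrant miRNA expression in both lines.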

To further pinpoint the most relevant DE miRNAs, we examined the regulatory effect of each of these 15 DE miRNAs on the expression of their cognate target genes. Because miRNAs are typically negative regulators, we calculated whether the up-/downregulation of miRNAs led to significantly reversed expression changes in their target genes by considering all the expressed genes as the background. We detected significant regulatory effects of two miRNAs, miR-17-5p and miR-93-5p, on their cognate target genes in both PDAC cells (Fig. 5a; Kolmogorov**-**Smirnov test; all *P* < 1e-10), whereas no regulatory effect signal was observed for the remaining DE miRNAs (Kolmogorov**-**Smirnov test; all *P* > 0.05), suggesting miR-17-5p and miR-93-5p were the most relevant miRNAs associated with MYEOV-induced gene expression changes. Subsequently, the qPCR results verified that MYEOV knockdown resulted in miR-17-5p and miR-93-5p downregulation in PDAC cells (Fig. 5b). To investigate the biological functions of miR-17-5p and miR-93-5p in PDAC cells, endogenous miR-17-5p or miR-93-5p was knocked down in PANC-1 and AsPC-1 cells with a specific miRNA inhibitor (Fig. 5c). We observed that the depletion of either miR-17-5p or miR-93-5p significantly inhibited cell proliferation, invasion and migration (Fig. 5d, e, f, g), all of which were also observed in MYEOV-depleted PDAC cells. Additionally, miR-17-5p or miR-93-5p inhibition did not affect MYEOV expression (Fig. S2e). These results suggest that the inhibition of miR-17-5p or miR-93-5p negatively affects PDAC cell growth and has a similar effect on PDAC progression to that observed in MYEOV-depleted PDAC cells.

**Fig. 5:**
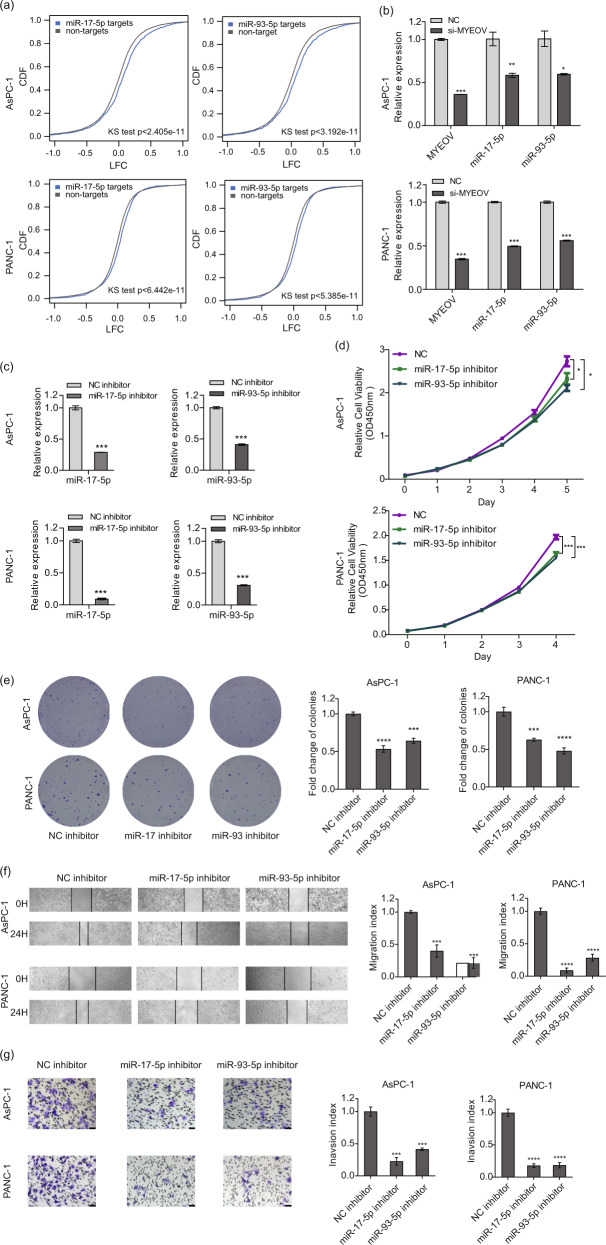
Downregulation of miR-17-5p and miR-93-5p produces a similar effect as that observed with MYEOV depletion in PDAC cells. **a** Changes in the expression of miR-17-5p and miR-93-5p target genes after MYEOV knockdown in two PDAC cell lines (AsPC-1 and PANC-1). The x-axis represents the LFC between MYEOV-knockdown and wild-type PDAC cells. The y-axis represents the cumulative distribution function (CDF) of LFC distribution. In each comparison, all expressed genes (excluding the target genes of cognate miRNAs) were used as the background. The cumulative distribution difference between targets and background genes was estimated using the Kolmogorov-Smirnov test. **b** The qPCR-based expression levels of miR-17-5p and miR-93-5p upon MYEOV knockdown. **c** The qPCR-based expression levels of miR-17-5p and miR-93-5p upon treatment with miRNA inhibitors. **d**, **e** Cell proliferation as measured by the CCK-8 (**d**) and colony formation (**e**) assays in AsPC-1 and PANC-1 cell lines transfected with the miR-17-5p inhibitor, miR-93-5p inhibitor or NC. **f**, **g** Cell migration (**f**) and invasion (**g**) as determined by scratch assay (40× magnification) and transwell invasion assay (200× magnification), respectively. All *n* = 3; bar, SEM; *P < 0.05, **P < 0.01 and ***P < 0.001 compared with NC; Student’s *t*-test.

To investigate the functional relevance of MYEOV with miR-17-5p or miR-93-5p, we assessed whether miR-17-5p or miR-93-5p overexpression neutralizes the inhibitory effects of MYEOV deficiency on PANC-1 cell proliferation, migration and invasion. qPCR was used to validate the levels of miR-17-5p or miR-93-5p in the rescue experiment (Fig. 6a). Exogenous miR-17-5p or miR-93-5p expression partially reversed the reduced cell proliferation, metastasis and invasion due to MYEOV knockdown in PDAC cells (Fig. 6b, c, d). To investigate whether miR-17/93-5p served as a downstream molecule of MYEOV, we overexpressed MYEOV in miR-17/93-5p-inhibitory PDAC cells and assessed the alteration in cell proliferation. qPCR confirmed that the expression levels of MYEOV, miR-17-5p or miR-93-5p were consistent as expected (Fig. S3a). MYEOV overexpression could not reverse the reduction in cell proliferation caused by miR-17/93-5p knockdown in PDAC cells (Fig. S3b), indicating that miR-17/93-5p might serve as a downstream target of MYEOV. Thus, MYEOV influences PDAC cells partially by regulating miR-17/93-5p expression.

**Fig. 6:**
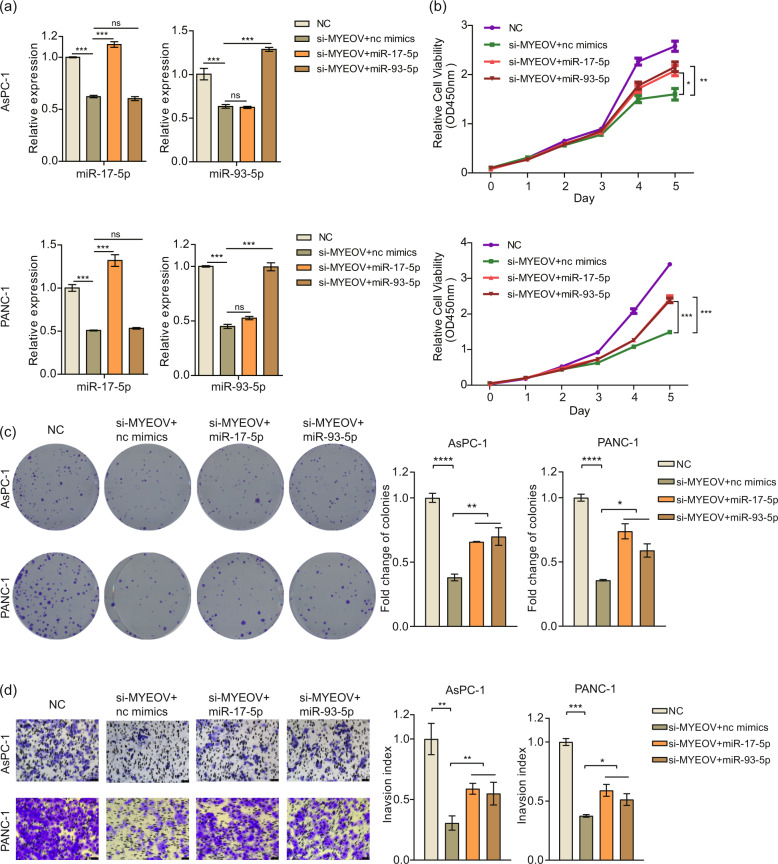
Exogenous miR-17-5p and miR-93-5p expression partially reverses the reduction in cell proliferation, migration and invasion caused by MYEOV knockdown. **a** The qPCR-based expression levels of miR-17-5p and miR-93-5p before and after transfection. **b**, **c** Cell proliferation as measured by the CCK-8 (**b**) and colony formation (**c**) assays. **d** Cell invasion as determined by the transwell invasion assay (200× magnification). All *n* ≥ 3; bar, SEM; *P < 0.05, **P < 0.01 and ***P < 0.001; Student’s *t*-test.

### MYC is involved in the regulation of MYEOV on miR-17/93-5p

We subsequently investigated how MYEOV regulates the expression levels of miR-17-5p and miR-93-5p. According to previous reports, the transcription factor MYC can directly upregulate miR-17-5p expression and is associated with miR-93-5p expression [47–49]. The promoter regions of both miR-17 and miR-93 genes contain canonical sequences for MYC. As expected, MYC expression is high in PDAC cells compared with that in normal pancreatic epithelial cells (Fig. S2f). After MYC knockdown, the levels of miR-17-5p and miR-93-5p were notably decreased (Fig. 7a). Because the oncogenic potential of MYC stems from its function as a transcriptional regulator that binds to DNA with an active chromatin configuration, we wondered whether MYC binds to the gene promoter regions of miR-17/93. By conducting ChIP experiments using an anti-MYC antibody, we observed a significant and specific enrichment of MYC at the promoter regions of miR-17 and miR-93 (Fig. 7b). Subsequently, we performed ChIP-qPCR to determine whether MYEOV silencing interfered with MYC recruitment to the promoter regions of miR-17 and miR-93. Notably, the recruitment of MYC to miR-17/93 promoters was markedly reduced in MYEOV-depleted cells (Fig. 7c). These results preliminarily demonstrated that MYEOV regulates miR-17/93 expression by affecting the enrichment of MYC at the promoter regions of these two miRNAs.

**Fig. 7:**
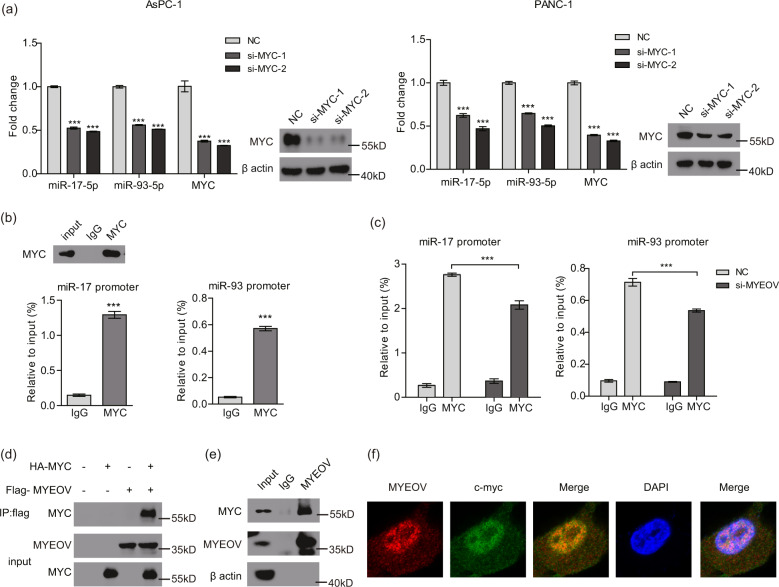
MYC is involved in the MYEOV-mediated regulation of miR-17/93-5p. **a** The qPCR-based expression levels of miR-17-5p and miR-93-5p upon MYC knockdown. **b** ChIP analysis of MYC enrichment at the promoters of miR-17 and miR-93 genes in PANC-1 cells. Western blotting was performed to detect MYC protein after immunoprecipitation, where IgG was used as a negative control. An isotype-matched IgG antibody was used as a control in ChIP analysis. **c** ChIP analysis of MYC enrichment at the promoters of the miR-17 and miR-93 genes in control and MYEOV-silenced PANC-1 cells. ChIP values are expressed as the means ± SEM of relative input chromatin (%). An isotype-matched IgG antibody was used as a control. **d** Association of FLAG-tagged MYEOV with HA-tagged MYC as detected by immunoprecipitation. **e** Endogenous interaction between MYEOV and MYC as revealed by co-immunoprecipitation. **f** Endogenous interaction between MYEOV and MYC as detected by immunofluorescence. MYEOV (Red); MYC (Green); Nucleus (Blue). All *n* = 3; bar, SEM; *P < 0.05, **P < 0.01 and ***P < 0.001; Student’s *t*-test.

To activate gene transcription, MYC typically recruits chromatin-modifying and chromatin-remodeling complexes to increase DNA accessibility at the target region. Therefore, we speculated that the association of MYEOV with MYC might mechanistically explain the enhancement of MYC transcriptional regulation on miR-17/93-5p. IP of FLAG-MYEOV coupled with Western blotting was performed to detect HA-MYC from the lysates of transfected 293 T cells, with the results revealing that both proteins were present in the same complex (Fig. 7d) and that the interaction between them was dose dependent (Fig. S2g). Furthermore, the association between endogenous MYC and MYEOV was validated in PANC-1 cells through co-IP and immunofluorescence analyses (Fig. 7e, f). Taken together, these data indicate that MYEOV interacts with MYC in the cell nucleus to regulate the expression of downstream miR-17/93-5p.

## Discussion

A key finding of our study is that MYEOV can potentiate PDAC proliferation, invasion and metastasis by regulating the expression of miR-17/93-5p via its association with the transcription factor MYC (Fig. 8). This finding extends our current understanding of the molecular mechanism mediating PDAC progression.

**Fig. 8:**
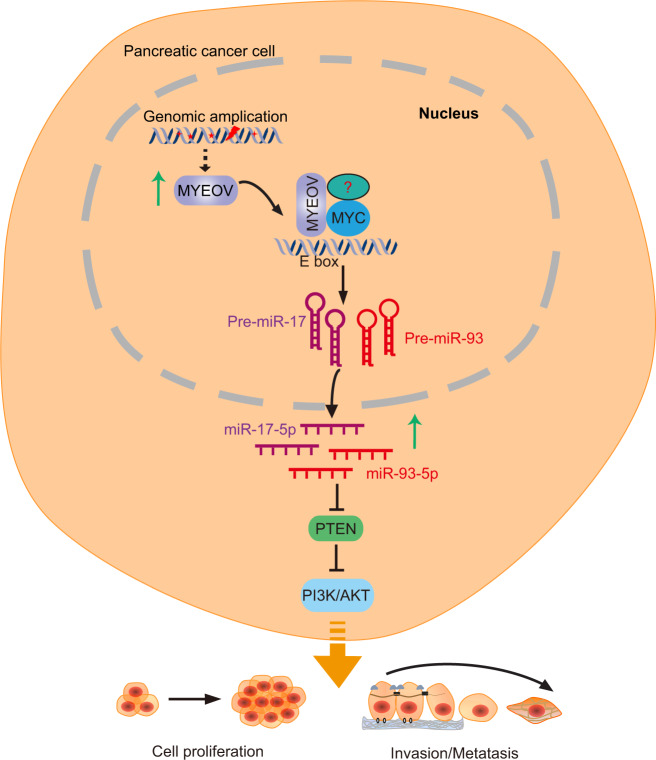
Proposed model for MYEOV role in PDAC is schematized. MYEOV can potentiate PDAC proliferation, invasion and metastasis by up-regulating the expression of miR-17/93-5p via its association with the transcription factor MYC. MiR-17/93-5p might then regulate the PI3K/Akt pathway via inhibiting the expression of PTEN.

Our results showed that MYEOV is associated with poor survival in patients and is overexpressed in PDAC. MYEOV deficiency led to a reduction in PDAC cell proliferation, invasion and migration. Depletion of MYEOV significantly affected tumor formation induced by PDAC cells in a xenograft mouse model. These in vitro and in vivo results demonstrated that MYEOV contributes to tumorigenesis in PDAC. This is consistent with the role of MYEOV in NSCLC, which has been reported by Fang et al. [14]. However, according to a report by Fang, since no MYEOV protein expression is observed in NSCLC cells and tissues, MYEOV functions as an amplified competing endogenous RNA (ceRNA) to enhance NSCLC metastasis. In our study, we observed high MYEOV protein expression in PDAC cells and tissues, which may be due to the specific expression patterns of MYEOV in different tissues and organs. However, we cannot exclude the possibility that MYEOV may also play a role as a ceRNA in PDAC.

Accumulating evidence shows that miRNAs are involved in the carcinogenesis and metastasis of various human cancers, including PDAC [50, 51]. 

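MiR-17-5p is processed from a hairpin of the miR-17-92 cluster, whose host transcript MIR17HG lies on chromosome 13, plus strand. MiR-93-5p comes from the hairpin gene MIR93 on chromosome 7, minus strand, from 99691391 to 99691470 (GRCh37), inside the gene MCM7. In AsPC-1 cells, miR-17-5p had 8685 ± 2142 normalized CPM (SD, n = 3) in the control and 6293 ± 273 (SD, n = 3) in the MYEOV-knockdown libraries, an LFC of -0.46 (standard error 0.13, adjusted p = 0.0259 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PANC-1 cells, it had 2179 ± 336 CPM (SD, n = 3) in the control and 1551 ± 224 (SD, n = 3) in the knockdown libraries, an LFC of -0.49 (standard error 0.10, adjusted p = 0.00068 from the edgeR test). MiR-93-5p had 5204 ± 988 CPM (SD, n = 3) in the AsPC-1 control and 3946 ± 74.4 (SD, n = 3) in the AsPC-1 knockdown libraries, an LFC of -0.40 (standard error 0.11, adjusted p = 0.0251 from the edgeR test). In PANC-1, it had 4317 ± 470 CPM (SD, n = 3) in the control and 3356 ± 350 (SD, n = 3) in the knockdown libraries, an LFC of -0.36 (standard error 0.09, adjusted p = 0.00471 from the edgeR test). For both miRNAs in both lines, each knockdown library lay below each control library (two-sided exact permutation test, p = 0.1 in each of the 4 comparisons, the smallest p that 3 libraries against 3 allow). No difference in LFC between the lines was detected for either miRNA. The difference was tested with all 12 libraries in one fit, in which the LFC of miR-17-5p was -0.57 in AsPC-1 and -0.49 in PANC-1, and that of miR-93-5p was -0.50 in AsPC-1 and -0.36 in PANC-1. AsPC-1 minus PANC-1, it was -0.08 for miR-17-5p (adjusted p = 0.942, edgeR interaction test) and -0.14 for miR-93-5p (adjusted p = 0.776, edgeR interaction test).

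In AsPC-1, the size of both changes depended on control replicate 1, in which miR-17-5p had 11153 CPM against 7311 and 7590 in the other controls. Without this library, the LFC was -0.24 for miR-17-5p (adjusted p = 0.00175, edgeR) and -0.23 for miR-93-5p (adjusted p = 0.00229, edgeR), and without each other AsPC-1 library in turn it ranged from -0.58 to -0.43 for miR-17-5p and from -0.50 to -0.39 for miR-93-5p. The decreases did not pass the threshold without knockdown replicate 1 (adjusted p = 0.103 for miR-17-5p and 0.102 for miR-93-5p, edgeR) or without knockdown replicate 3 (adjusted p = 0.0768 and 0.0803, edgeR). Without knockdown replicate 2, that of miR-17-5p passed it and that of miR-93-5p did not (adjusted p = 0.0442 and 0.0621, edgeR). Both passed it without control replicate 2 or 3. With the replicate block, neither decrease in AsPC-1 passed the threshold. The LFC was -0.44 for miR-17-5p (adjusted p = 0.112, edgeR) and -0.38 for miR-93-5p (adjusted p = 0.105, edgeR). In PANC-1, the replicate block left the LFC at -0.49 for miR-17-5p (adjusted p = 1.495e-05, edgeR) and at -0.36 for miR-93-5p (adjusted p = 0.00023, edgeR). The deviations of same-numbered libraries from the group means had correlations of -0.155, -0.121 and 0.128 for the 3 pairs in AsPC-1 and of 0.0509, 0.0290 and 0.139 in PANC-1.

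**Figure D2:**
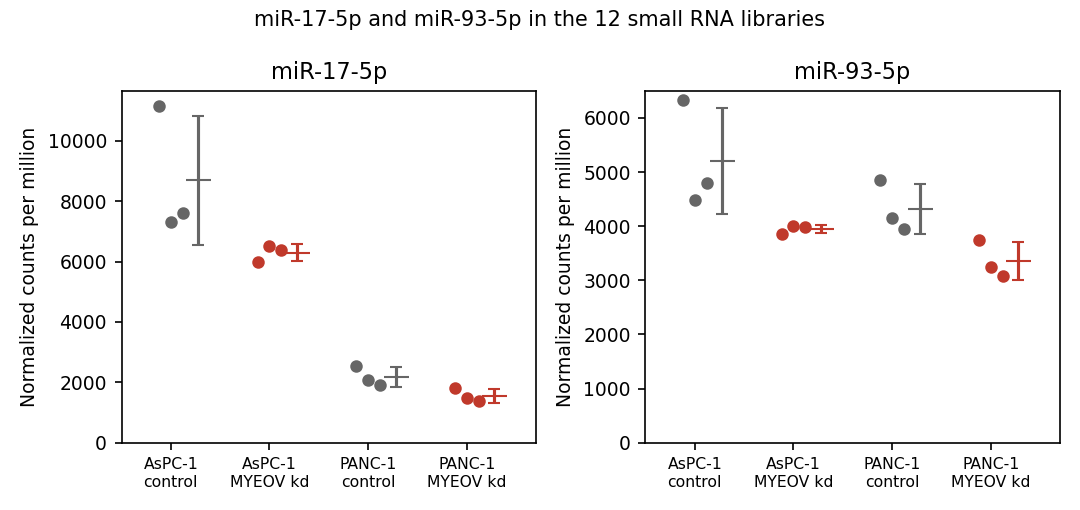
Normalized CPM (vertical axes, from 0) for the miRNAs miR-17-5p (left) and miR-93-5p (right) in the 3 control (grey) and 3 MYEOV-knockdown (kd, red) libraries of AsPC-1 and PANC-1; points are libraries in the order of their replicate numbers, and bars are the mean and SD. AsPC-1 control replicate 1 is the highest library for both miRNAs, with 11153 and 6331 CPM.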

In this study, through high-throughput miRNA-Seq, we showed that MYEOV affects the expression of miR-17-5p and miR-93-5p. MiR-17-5p and miR-93-5p, the most representative miRNAs with pro-cancer properties, have been reported to play an oncogenic role in various cancers [31, 52, 53]. PTEN, which is the key downstream target of miR-17-5p and miR-93-5p, is potentially involved in the regulation of cell viability and apoptosis and it negatively regulates the PI3K/Akt pathway [54–57]. Therefore, we hypothesized that MYEOV might be able to regulate PI3K/Akt signaling pathway by targeting PTEN. In our study, we observed that downregulation of either miR-17-5p or miR-93-5p exhibited a similar effect as that observed with MYEOV depletion in human PDAC cells. Furthermore, miR-17-5p or miR-93-5p overexpression could rescue the inhibitory effects of MYEOV deficiency in PDAC cells. These data allowed us to conclude that MYEOV partially influences the proliferation of PDAC cells by regulating the expression of miR-17-5p and miR-93-5p. Indeed, it has been well recognized that miR-17/93-5p can regulate a cohort of target genes involved in various biological processes [58]. Given that the biological functions of MYEOV-depleted PDAC cells were partially restored after exogenous miR-17-5p and miR-93-5p expression, it is possible that MYEOV exerts its function by targeting genes other than miR-17/93-5p. Thus, the oncogenic role of MYEOV in PDAC requires further investigation.

The oncogene MYC has been implicated in the pathogenesis of various malignancies, including many PDAC cases. Characterized as a driver of tumor biological functions, MYC overexpression frequently predicts a poor clinical outcome and an aggressive course of disease [59]. MYC has been reported to control the expression of miRNAs, and MYC-regulated miRNAs affect virtually all aspects of the hallmarks of MYC-driven pathology. In our study, we observed that MYC associated with MYEOV by interacting in a complex to regulate downstream miR-17/93-5p expression in PDAC. We cannot rule out the possibility that MYC may also regulate the target genes involved in the pro-cancer function of MYEOV. MiR-17-5p has been reported to counterbalance MYC expression and function to ensure optimal B cell lymphoma growth [60]. In our results, miR-17/93-5p overexpression in PDAC cells had a slight effect on the expression of MYEOV and MYC, which indicated that there exists potential synergism between MYC and miR-17/93-5p in PDAC. Additionally, the oncogenic potential of MYC stems from its function as a transcriptional factor that interacts with a diverse array of factors to bind DNA [23]. Mounting evidence indicates that forming complexes with different factors leads to different regulatory modes for the expression of downstream genes [23, 61], and whether there are other factors involved in the MYC and MYEOV complex needs to be further elucidated.

## Conclusions

In summary, the results of our present study demonstrated a previously undiscovered role of MYEOV in PDAC, as we showed that elevated MYEOV expression promotes PDAC growth. Further molecular analysis revealed that MYEOV acts as a tumor promoter by associating with MYC to facilitate oncogenic miR-17/93-5p expression in PDAC progression and may provide a potential therapeutic strategy for PDAC patients.

## Supplementary information

Fig. S1-3

Table S1

Table S2

Table S3

## Data Availability

All data generated or analyzed during this study are included in this published article.

## References

[1] Balachandran VP, Luksza M, Zhao JN, Makarov V, Moral JA, Remark R (2017). Identification of unique neoantigen qualities in long-term survivors of pancreatic cancer. Nature.

[2] Von Hoff DD, Korn R, Mousses S (2009). Pancreatic cancer-could it be that simple? A different context of vulnerability. Cancer Cell.

[3] Rachagani S, Macha MA, Heimann N, Seshacharyulu P, Haridas D, Chugh S (2015). Clinical implications of miRNAs in the pathogenesis, diagnosis and therapy of pancreatic cancer. Adv Drug Deliv Rev.

[4] Srivastava SK, Arora S, Singh S, Bhardwaj A, Averett C, Singh AP (2014). MicroRNAs in pancreatic malignancy: progress and promises. Cancer Lett.

[5] Srivastava SK, Bhardwaj A, Singh S, Arora S, Wang B, Grizzle WE (2011). MicroRNA-150 directly targets MUC4 and suppresses growth and malignant behavior of pancreatic cancer cells. Carcinogenesis.

[6] Janssen JW, Vaandrager JW, Heuser T, Jauch A, Kluin PM, Geelen E (2000). Concurrent activation of a novel putative transforming gene, myeov, and cyclin D1 in a subset of multiple myeloma cell lines with t(11;14)(q13;q32). Blood.

[7] Hui AB, Or YY, Takano H, Tsang RK, To KF, Guan XY (2005). Array-based comparative genomic hybridization analysis identified cyclin D1 as a target oncogene at 11q13.3 in nasopharyngeal carcinoma. Cancer Res.

[8] Brown LA, Irving J, Parker R, Kim H, Press JZ, Longacre TA (2006). Amplification of EMSY, a novel oncogene on 11q13, in high grade ovarian surface epithelial carcinomas. Gynecologic Oncol.

[9] Rodrigo JP, Garcia-Carracedo D, Garcia LA, Menendez S, Allonca E, Gonzalez MV (2009). Distinctive clinicopathological associations of amplification of the cortactin gene at 11q13 in head and neck squamous cell carcinomas. J Pathol.

[10] Janssen JW, Cuny M, Orsetti B, Rodriguez C, Valles H, Bartram CR (2002). MYEOV: a candidate gene for DNA amplification events occurring centromeric to CCND1 in breast cancer. Int J cancer.

[11] Leyden J, Murray D, Moss A, Arumuguma M, Doyle E, McEntee G (2006). Net1 and Myeov: computationally identified mediators of gastric cancer. Br J Cancer.

[12] Moss AC, Lawlor G, Murray D, Tighe D, Madden SF, Mulligan AM (2006). ETV4 and Myeov knockdown impairs colon cancer cell line proliferation and invasion. Biochem Biophys Res Commun.

[13] Moreaux J, Hose D, Bonnefond A, Reme T, Robert N, Goldschmidt H (2010). MYEOV is a prognostic factor in multiple myeloma. Exp Hematol.

[14] Fang L, Wu S, Zhu X, Cai J, Wu J, He Z (2019). MYEOV functions as an amplified competing endogenous RNA in promoting metastasis by activating TGF-beta pathway in NSCLC. Oncogene.

[15] Bartel DP (2004). MicroRNAs: genomics, biogenesis, mechanism, and function. Cell.

[16] Rupaimoole R, Slack FJ (2017). MicroRNA therapeutics: towards a new era for the management of cancer and other diseases. Nat Rev Drug Discov.

[17] Manikandan M, Deva Magendhra Rao AK, Arunkumar G, Manickavasagam M, Rajkumar KS, Rajaraman R (2016). Oral squamous cell carcinoma: microRNA expression profiling and integrative analyses for elucidation of tumourigenesis mechanism. Mol Cancer.

[18] Ottaviani S, Stebbing J, Frampton AE, Zagorac S, Krell J, de Giorgio A (2018). TGF-beta induces miR-100 and miR-125b but blocks let-7a through LIN28B controlling PDAC progression. Nat Commun.

[19] Yuan P, He XH, Rong YF, Cao J, Li Y, Hu YP (2017). KRAS/NF-kappaB/YY1/miR-489 signaling axis controls pancreatic cancer metastasis. Cancer Res.

[20] Dang CV, O’Donnell KA, Zeller KI, Nguyen T, Osthus RC, Li F (2006). The c-Myc target gene network. Semin Cancer Biol.

[21] Eilers M, Eisenman RN (2008). Myc’s broad reach. Genes Dev.

[22] Stine ZE, Walton ZE, Altman BJ, Hsieh AL, Dang CV (2015). MYC, metabolism, and cancer. Cancer Discov.

[23] Dang CV (2012). MYC on the path to cancer. Cell.

[24] El Baroudi M, Cora D, Bosia C, Osella M, Caselle M (2011). A curated database of miRNA mediated feed-forward loops involving MYC as master regulator. PloS ONE.

[25] Musilova K, Mraz M (2015). MicroRNAs in B-cell lymphomas: how a complex biology gets more complex. Leukemia.

[26] Pan L, Gong Z, Zhong Z, Dong Z, Liu Q, Le Y (2011). Lin-28 reactivation is required for let-7 repression and proliferation in human small cell lung cancer cells. Mol Cell Biochem.

[27] Pekarsky Y, Balatti V, Croce CM (2018). BCL2 and miR-15/16: from gene discovery to treatment. Cell Death Differ.

[28] Horie M, Kaczkowski B, Ohshima M, Matsuzaki H, Noguchi S, Mikami Y (2017). Integrative CAGE and DNA methylation profiling identify epigenetically regulated genes in NSCLC. Mol Cancer Res.

[29] Li S, Zhu J, Fu H, Wan J, Hu Z, Liu S (2012). Hepato-specific microRNA-122 facilitates accumulation of newly synthesized miRNA through regulating PRKRA. Nucleic Acids Res.

[30] Li S, Fu H, Wang Y, Tie Y, Xing R, Zhu J (2009). MicroRNA-101 regulates expression of the v-fos FBJ murine osteosarcoma viral oncogene homolog (FOS) oncogene in human hepatocellular carcinoma. Hepatology.

[31] Zhu Y, Gu J, Li Y, Peng C, Shi M, Wang X (2018). MiR-17-5p enhances pancreatic cancer proliferation by altering cell cycle profiles via disruption of RBL2/E2F4-repressing complexes. Cancer Lett.

[32] Zhu J, Liu S, Ye F, Shen Y, Tie Y, Zhu J (2015). Long noncoding RNA MEG3 interacts with p53 protein and regulates partial p53 target genes in hepatoma cells. PloS ONE.

[33] Zhang L, Wei N, Cui Y, Hong Z, Liu X, Wang Q (2018). The deubiquitinase CYLD is a specific checkpoint of the STING antiviral signaling pathway. PLoS Pathog.

[34] Tang Z, Li C, Kang B, Gao G, Li C, Zhang Z (2017). GEPIA: a web server for cancer and normal gene expression profiling and interactive analyses. Nucleic Acids Res.

[35] Hu H, Liu JM, Hu Z, Jiang X, Yang X, Li J (2018). Recently Evolved Tumor Suppressor Transcript TP73-AS1 Functions as Sponge of Human-Specific miR-941. Mol Biol Evolution.

[36] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[37] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Methods.

[38] Aken BL, Ayling S, Barrell D, Clarke L, Curwen V, Fairley S (2016). The Ensembl gene annotation system. Database: J Biol Databases Curation.

[39] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[40] Hu HY, Guo S, Xi J, Yan Z, Fu N, Zhang X (2011). MicroRNA expression and regulation in human, chimpanzee, and macaque brains. PLoS Genet.

[41] Hu HY, Yan Z, Xu Y, Hu H, Menzel C, Zhou YH (2009). Sequence features associated with microRNA strand selection in humans and flies. BMC Genomics.

[42] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[43] Hu HY, He L, Fominykh K, Yan Z, Guo S, Zhang X (2012). Evolution of the human-specific microRNA miR-941. Nat Commun.

[44] Weinstein JN, Collisson EA, Mills GB, Shaw KR, Ozenberger BA, Cancer Genome Atlas Research N (2013). The Cancer Genome Atlas Pan-Cancer analysis project. Nat Genet.

[45] Consortium GT (2013). The Genotype-Tissue Expression (GTEx) project. Nat Genet.

[46] Consortium GT (2015). Human genomics. The Genotype-Tissue Expression (GTEx) pilot analysis: multitissue gene regulation in humans. Science.

[47] Li Y, Casey SC, Choi PS, Felsher DW (2014). miR-17-92 explains MYC oncogene addiction. Mol Cell Oncol.

[48] Wang Z, Liu M, Zhu H, Zhang W, He S, Hu C (2010). Suppression of p21 by c-Myc through members of miR-17 family at the post-transcriptional level. Int J Oncol.

[49] Tang Q, Zou Z, Zou C, Zhang Q, Huang R, Guan X (2015). MicroRNA-93 suppress colorectal cancer development via Wnt/beta-catenin pathway downregulating. Tumour Biol: J Int Soc Oncodev Biol Med.

[50] Abreu FB, Liu X, Tsongalis GJ (2017). miRNA analysis in pancreatic cancer: the Dartmouth experience. Clin Chem Lab Med.

[51] Ali S, Almhanna K, Chen W, Philip PA, Sarkar FH (2010). Differentially expressed miRNAs in the plasma may provide a molecular signature for aggressive pancreatic cancer. Am J Transl Res.

[52] Dellago H, Bobbili MR, Grillari J (2017). MicroRNA-17-5p: at the crossroads of cancer and aging - a mini-review. Gerontology.

[53] Chen S, Chen X, Sun KX, Xiu YL, Liu BL, Feng MX (2016). MicroRNA-93 promotes epithelial-mesenchymal transition of endometrial carcinoma cells. PloS ONE.

[54] Luan Y, Chen M, Zhou L (2017). MiR-17 targets PTEN and facilitates glial scar formation after spinal cord injuries via the PI3K/Akt/mTOR pathway. Brain Res Bull.

[55] Li C, Lyu J, Meng QH (2017). MiR-93 promotes tumorigenesis and metastasis of non-small cell lung cancer cells by activating the PI3K/Akt pathway via inhibition of LKB1/PTEN/CDKN1A. J Cancer.

[56] Ohta K, Hoshino H, Wang J, Ono S, Iida Y, Hata K (2015). MicroRNA-93 activates c-Met/PI3K/Akt pathway activity in hepatocellular carcinoma by directly inhibiting PTEN and CDKN1A. Oncotarget.

[57] Carnero A, Blanco-Aparicio C, Renner O, Link W, Leal JF (2008). The PTEN/PI3K/AKT signalling pathway in cancer, therapeutic implications. Curr Cancer Drug Targets.

[58] Anfossi S, Fu X, Nagvekar R, Calin GA (2018). MicroRNAs, regulatory messengers inside and outside cancer cells. Adv Exp Med Biol.

[59] Nesbit CE, Tersak JM, Prochownik EV (1999). MYC oncogenes and human neoplastic disease. Oncogene.

[60] Mihailovich M, Bremang M, Spadotto V, Musiani D, Vitale E, Varano G (2015). miR-17-92 fine-tunes MYC expression and function to ensure optimal B cell lymphoma growth. Nat Commun.

[61] Luscher B, Vervoorts J (2012). Regulation of gene transcription by the oncoprotein MYC. Gene.

# Supplementary material for: The MYEOV-MYC association promotes oncogenic miR-17/93-5p expression in pancreatic ductal adenocarcinoma
**Source:** Cell Death Dis. 2021 Dec 20;13(1):15. doi: 10.1038/s41419-021-04387-z
**Supplement:** Supplementary file 1 — Fig. S1-3

**Supplementary Figures for**

**The MYEOV-MYC association promotes oncogenic miR-17/93-5p expression in pancreatic ductal adenocarcinoma**

Hongzhang Shen 1^#^, Fuqiang Ye 3^#^, Dongchao Xu 1, Liangliang Fang 4, Xiaofeng Zhang 1*, Juanjuan Zhu 2*

^#^ These authors contributed equally to this work

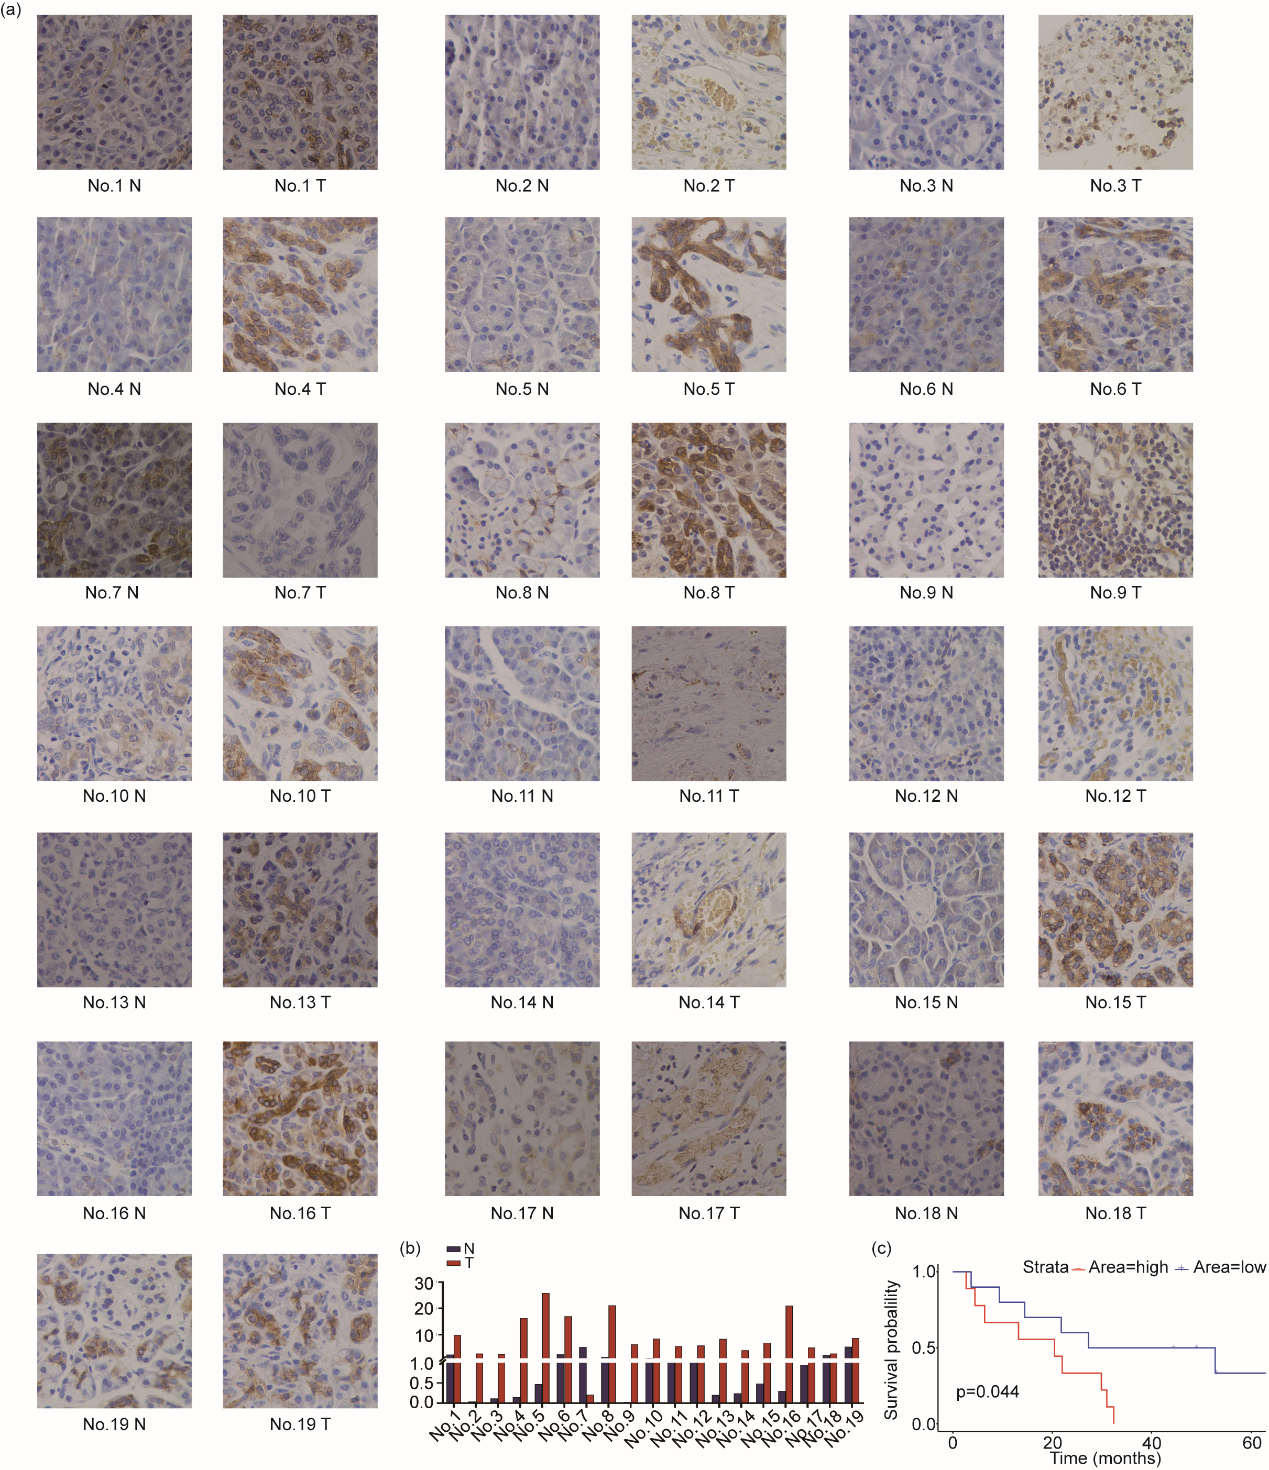

**Fig. S1** (a) IHC staining analyses of 19 FFPE PDAC and NCP tissues using an anti-MYEOV antibody (400× magnification). (b) Semi-quantitative analysis of fig S1a. (c) Kaplan-Meier curves of overall survival of patients with PDAC based on MYEOV expression in the immunohistochemical staining results using the log-rank test. The dotted lines indicate the 95% confidence intervals for survival percentage at each time point as obtained by survival analysis. N, non-cancerous pancreas; T, pancreatic tumor.

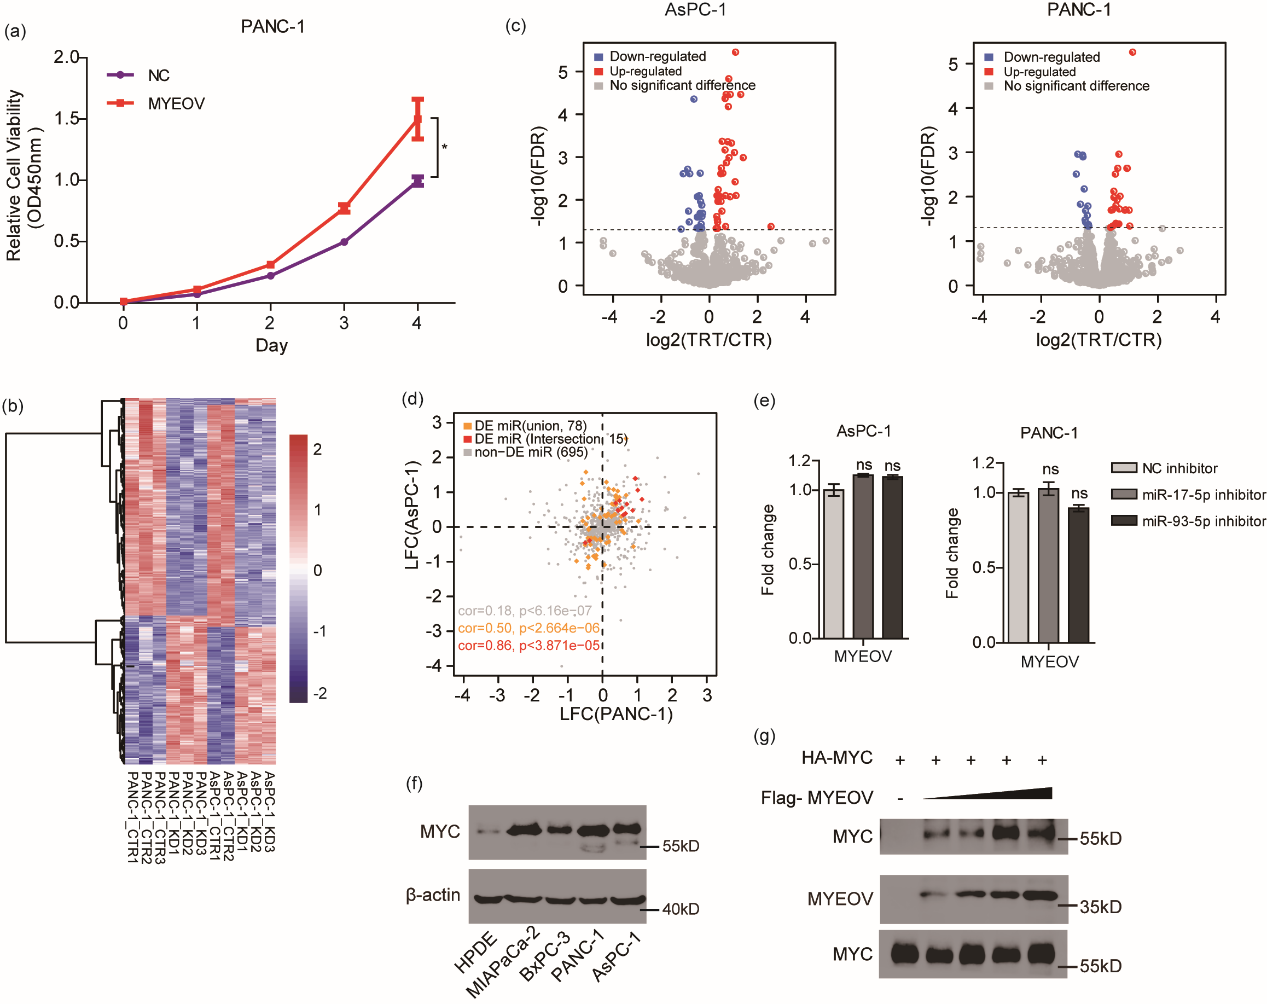

**Fig. S2** (a) Elevated cell viability of PANC-1 cells after MYEOV overexpression. (b) Heatmap of differentially expressed genes due to MYEOV knockdown in two PC cell lines (AsPC-1 and PANC-1). (c) The miRNA expression changes in two PC cell lines (AsPC-1 and PANC-1) after MYEOV knockdown. Significantly induced (red) and repressed miRNAs (blue) after MYEOV knockdown in AsPC-1 and PANC-1 cells (negative binominal test, FDR<0.05). The x-axis represents the LFC between MYEOV-knockdown and wild-type PC cells. The y-axis represents the magnitude of significance as measured by the FDR of the negative binominal test in -log10 scale. (d) The correlation of miRNA expression changes after MYEOV knockdown between AsPC-1 and PANC-1 cells. Seventy-eight points in orange showed the union set of differentially expressed miRNAs of the two PC cell lines. Fifteen points in red show the intersection set of differentially expressed miRNAs of the two PC cell lines. The remaining 695 expressed miRNAs are shown in grey. Both the a-axis and y-axis represent miRNA expression fold changes in log2 scale between MYEOV-knockdown and cognate wild-type PC cells. (e) The qPCR-based expression levels of MYEOV upon miR-17-5p or miR-93-5p inhibition. (f) Comparison of MYC expression levels in the PC cell lines with those observed in normal pancreatic epithelial cells by Western blot. (g) The association of MYEOV with MYC is dose-dependent.

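Of the DE miRNAs in AsPC-1 cells, 35 were induced and 22 were repressed after MYEOV knockdown, so that 61.4% rose. This split depended on the fit. With all 12 libraries in one fit, which also changes the filter and the scaling and shifted the LFC in AsPC-1 by a median of -0.10, 70 miRNAs were DE in AsPC-1, of which 25 rose and 45 fell, and 47 of the 70 were also DE in the separate fit. In PANC-1, 70 were induced and 51 repressed, and 57.9% rose. In PANC-1, the split depended on the scaling. With scaling by the total count alone, 143 miRNAs were DE, of which 26 rose and 117 fell, and 77 of the 143 were also DE with TMM scaling. Total count scaling lowered the LFC in PANC-1 by a median of 0.15 over all miRNAs tested (a shift of -0.15), and in AsPC-1 the shift was -0.01. With upper-quartile factors, 65 rose and 29 fell in PANC-1.

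Among the DE miRNAs whose control and knockdown libraries did not overlap, those with the largest LFC in AsPC-1 were miR-1268a and miR-1268b, whose counts were identical in each library of that line and cannot be told apart. Each rose from 3.47 ± 1.00 to 9.17 ± 1.84 CPM (SD, n = 3), an LFC of 1.39 (standard error 0.26, adjusted p = 0.00265, edgeR). MiR-20a-3p rose from 12.5 ± 3.25 to 30.5 ± 2.69 CPM, an LFC of 1.28 (standard error 0.18, adjusted p = 0.000232, edgeR). The largest decreases in AsPC-1 were those of miR-671-5p (LFC -1.10), miR-4454 (-0.91) and miR-188-5p (-0.88), with adjusted p-values of 0.00468, 0.00265 and 0.0255 in the edgeR test. In PANC-1, miR-27a-5p rose from 427 ± 7.57 to 943 ± 80.3 CPM (SD, n = 3), an LFC of 1.14 (standard error 0.09, adjusted p = 4.78e-12, edgeR). MiR-5699-3p (LFC 1.23, adjusted p = 0.0279, edgeR) and miR-7704 (LFC 1.04, adjusted p = 0.0137, edgeR) also rose, from only 1.35 and 2.88 CPM in the control libraries. The largest decreases in PANC-1 were those of miR-3942-3p (LFC -1.05), miR-548ab (-0.80) and miR-154-3p (-0.79). Without one replicate, the LFC of miR-548ab ranged from -0.98 to -0.48, and it stayed DE in 2 of the 6 fits. The adjusted p in the edgeR test was 0.0344 and 0.0495 for miR-3942-3p and miR-548ab, which had 3.98 and 6.88 CPM in the control libraries. It was 1.83e-07 for miR-154-3p, which fell from 207 ± 8.01 to 119 ± 4.41 CPM (SD, n = 3).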

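The union of the DE miRNAs of both lines held 151 miRNAs, of which 112 were tested in both lines and so have an LFC for each axis. The LFC had the same direction in both lines for 96 of these 112. Their Pearson's r was 0.634 and their Spearman's rho 0.650 (two-sided permutation tests, p = 1e-05 for each, the smallest possible; adjusted p = 1e-05 and 1.3e-05). Without the 2 miRNAs farthest from the median, r was 0.651. With no filter on low counts, r was 0.231 over 137 miRNAs.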

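All 27 miRNAs that were DE in both lines in the separate tests changed in the same direction, 21 upward and 6 downward. By mean absolute LFC, the largest changes were those of miR-1268a and miR-1268b (LFC in PANC-1 0.94 and 0.96), miR-642a-3p (LFC 1.06 in AsPC-1 and 1.02 in PANC-1), miR-27a-5p (LFC 0.79 in AsPC-1) and let-7b-3p (LFC 0.66 in AsPC-1 and 0.71 in PANC-1), all of which rose. MiR-642a-3p was a miRNA of low abundance, with 6.97 ± 2.12 CPM (SD, n = 3) in the AsPC-1 control and 5.68 ± 0.91 CPM (SD, n = 3) in the PANC-1 control libraries. Of the miR-106b-25 cluster, miR-93-5p fell, as did miR-106b-5p (LFC -0.32 in AsPC-1 and -0.42 in PANC-1), whereas miR-25-5p rose (LFC 0.48 in AsPC-1 and 0.45 in PANC-1). MiR-25-3p, from the other arm of that hairpin, was not DE in either line (LFC 0.0093 in AsPC-1 and -0.19 in PANC-1).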

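Of the miRNAs tested in both lines, 302 were DE in neither. Their LFC had the same direction in both lines for 193 miRNAs, with a Pearson's r of 0.402 and a Spearman's rho of 0.373 (two-sided permutation tests, p = 1e-05 for each, the smallest possible; adjusted p = 1e-05 and 1.3e-05). Without the 2 miRNAs farthest from the median, r was 0.376. The number and the correlation depended on the filter on low counts. With no filter, 1106 miRNAs were DE in neither line, and their r was 0.00037 (permutation test, p = 0.99).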

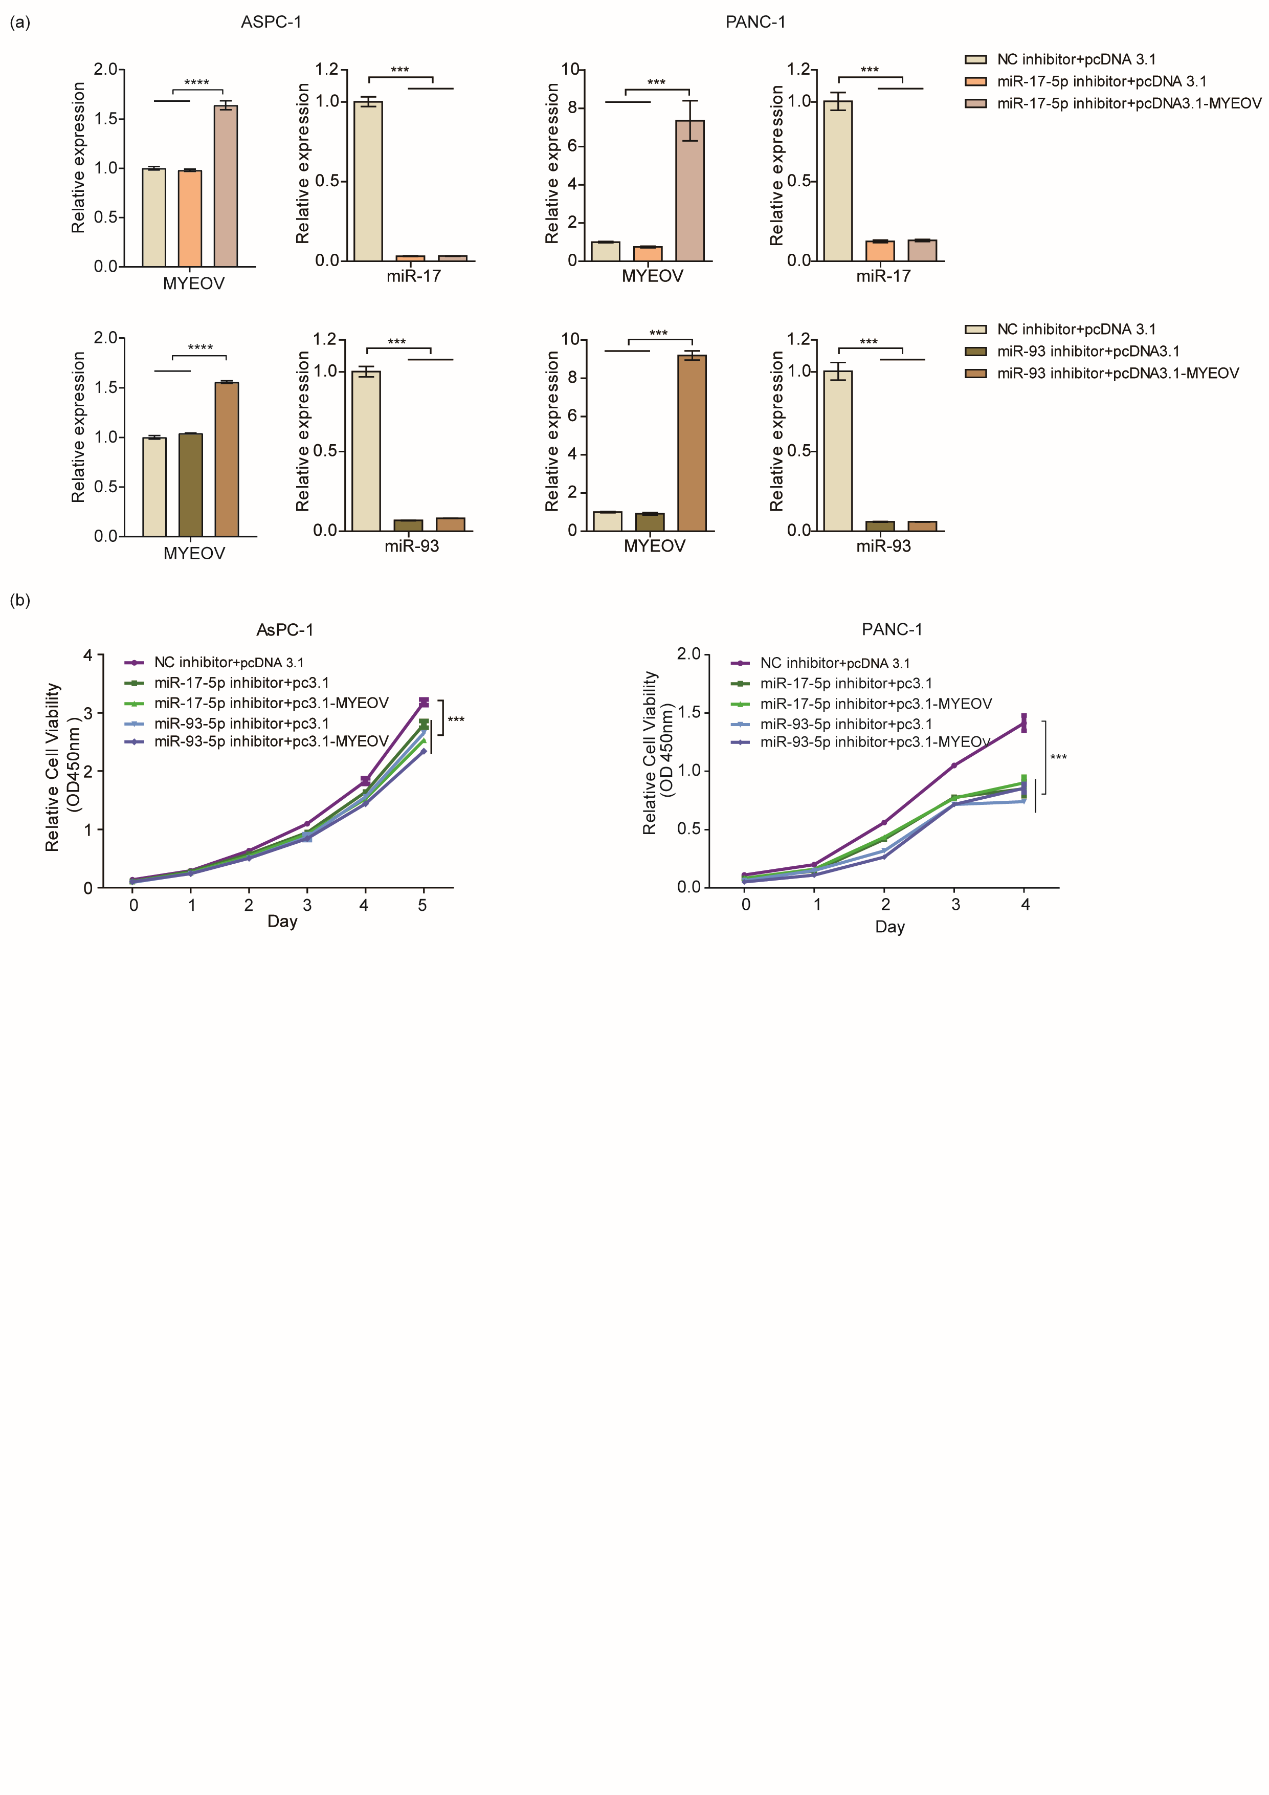

**Fig. S3** Alteration of cell proliferation in miR-17/93-5p-inhibitory PDAC after MYEOV overexpression. (a) qPCR-based expression levels of MYEOV, miR-17-5p and miR-93-5p. (b) Cell proliferation as measured by CCK-8 assays. All *n* ≥ 3; bar, SEM; *P < 0.05, **P < 0.01 and ***P < 0.001 compared with NC; Student’s t-test.

How the deposited data were processed for this re-analysis (not part of the article)

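Small RNA libraries of 12 cultures were analysed, 3 control and 3 MYEOV-knockdown cultures of each of the PDAC cell lines AsPC-1 and PANC-1. Each library was assigned to its line, group and replicate number from the sample labels, and the groups were checked against the paper's methods and the legend of Fig. S2. The labels and the paper differ in the harvest time (48 h and 24 h) and in the description of the controls, and the groups were used as labelled. No library was left out.

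The authors trimmed the adapter from the reads, mapped them to hg19 with Bowtie, kept perfect matches of miRNA length, and deposited for each library a count of reads per mature miRNA, without normalization. The version of Bowtie and the release of the miRNA annotation are not named in the paper's text. The count of a miRNA is that of its most abundant sequence and of the sequences with the same 5′ end, so isoforms with another 5′ end are not in it. A miRNA that a library does not list was given a count of 0. MiRNAs whose sequences are near-identical, such as miR-1268a and miR-1268b, can share reads, and their values are uncertain for that reason.

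From these counts, DE miRNAs were computed in each line separately with edgeR 4.0.16 in R 4.3.3. MiRNAs were kept by filterByExpr with a minimum count of 10, library sizes were scaled with TMM factors, and the quasi-likelihood F test was run with the default settings of that version, without a replicate block. P-values were adjusted by the Benjamini-Hochberg method over all miRNAs tested in a line, and an adjusted p under 0.05 was the threshold. The standard error of an LFC was computed as its absolute value divided by the square root of the F statistic. CPM values are normalized with the TMM factors. The TMM factors were 0.978 to 1.05 in AsPC-1 and 0.920 to 1.08 in PANC-1. The difference between the lines was tested with the interaction of line and treatment in one edgeR fit over all 12 libraries, in which 650 miRNAs were tested. Gene sets were tested with the camera function of limma 3.58.1, with an inter-gene correlation of 0.01, and with exact permutation tests over libraries, which cannot give a p under 0.1 with 3 libraries against 3. The overlap was tested with a one-sided hypergeometric test over the miRNAs tested in both lines. Correlations were tested with two-sided permutation tests with 100000 resamples. All other tests were two-sided.

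The control and knockdown groups share replicate numbers in the labels, and this is where the pairing in the fits with a replicate block comes from. The paper's text states no pairing. Whether the numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from their group means.

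The miRNAs named in the text were chosen by a rule. It covers miR-17-5p and miR-93-5p, the other tested miRNAs of the miR-17-92 and miR-106b-25 clusters, and the miRNAs named in the Introduction where they passed the threshold. It also covers the 5 miRNAs with the largest mean absolute LFC among those DE in both lines, and in each line the 3 that rose most and the 3 that fell most among the DE miRNAs whose groups did not overlap. MiR-21-5p, miR-30c-2-3p and miR-1303 are named outside this rule, after their values were seen.

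The positions of hairpins and ChIP amplicons were taken from GRCh37 and its GENCODE annotation, which is the build the authors mapped to. The GC content of a miRNA was taken as that of the side of its hairpin gene on which it lies, which stands in for the mature sequence. It was known for 86.1% of the miRNAs tested in AsPC-1 and 86.2% of those tested in PANC-1. The hairpin of miR-17-5p has no entry of its own in the annotation used here.

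The libraries held 3805084 to 7311783 counted reads. A count of 3, the floor used here, equals 0.410 to 0.788 CPM and covers counting error only. The fits were tested on simulated data made from the real means and library sizes with 200 changed miRNAs. Of the miRNAs changed by an LFC of 0.5, 70.2% were recovered among 494 miRNAs tested in AsPC-1 and 73.5% among 556 in PANC-1. Of those changed by 1, 91.9% and 94.9% were recovered. Among the calls, 3.68% and 2.94% had not been changed. With nothing changed, 0 miRNAs were called in either line. The interaction test called 0 of 653 miRNAs when the effects were equal in both lines, and it recovered 76.0% of the differences of 1 among 660 miRNAs.

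The alternatives were other size factors (DESeq2 1.42.0, upper-quartile, total count, and TMM without the 10 most abundant miRNAs), other tests (the exact and likelihood-ratio tests of edgeR, DESeq2's Wald test and robust empirical Bayes moderation), and other filters (none, at least 10 counts in every library, and at least 1 CPM in 3 libraries). All 12 libraries in one fit, the replicate block, leaving out each replicate in turn, and thresholds of 0.1 and 0.01 on the adjusted p were also tried.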

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

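In this part, the tests of scaling and of GC content for the difference between the cell lines, and the test of transfection for the minor arms, were chosen only after the result was seen. All miRNAs and groups of miRNAs named in this part were chosen after their values were seen.

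The effect of MYEOV knockdown differed between the cell lines for 2 of 650 miRNAs in the interaction test of edgeR's quasi-likelihood fit, and 74 had an unadjusted p under 0.05. The difference in LFC, AsPC-1 minus PANC-1, was -0.91 for miR-30c-2-3p (adjusted p = 0.00306, edgeR), which had an LFC of -0.18 in AsPC-1 and 0.63 in PANC-1. It was -0.71 for miR-1303 (adjusted p = 0.00467, edgeR), with an LFC of -0.43 in AsPC-1 and 0.19 in PANC-1. These LFC are from the separate fits, whereas the interaction uses all 12 libraries in one fit. That fit shifted the LFC in AsPC-1 by a median of -0.10 and gave -0.28 and 0.63 for miR-30c-2-3p and -0.52 and 0.19 for miR-1303, in AsPC-1 and PANC-1. With the replicate block, the differences were -0.92 and -0.71 (adjusted p = 0.0226 for each, edgeR). The 3 control and 3 knockdown libraries did not overlap for miR-1303 in either line, and for miR-30c-2-3p they did not overlap in PANC-1. As many interaction calls were given by 8 of the 32 pairs of splits of the libraries that part all same-numbered pairs. The most, 110, came from the real splits with the labels of one line swapped, which turns effects common to both lines into differences. All 8 of these hold the real split of at least one line, so they carry the knockdown effects of that line and do not show what regrouping alone gives. The 18 pairs with neither line at its real split gave 0 interaction calls, with 10 to 43 at an unadjusted p under 0.05. With total count scaling in place of TMM, 0 of these miRNAs passed the threshold. The differences were then -0.68 (adjusted p = 0.0622, edgeR) for miR-30c-2-3p and -0.49 (adjusted p = 0.0875, edgeR) for miR-1303. Each of the 11 alternatives set in advance called 2 to 10 miRNAs, so those called with total count scaling were other miRNAs. With the GC correction, both remained past the threshold (2 of 2, adjusted p = 0.0101 and 0.0161, edgeR), so GC content does not fully explain them. Both differences were smaller and still negative with total count scaling, so whether they pass the threshold depends on the scaling, which does not show that the scaling gives rise to them. A difference between the lines in the response of these miRNAs is a hypothesis that remains open.

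Most hairpins give 2 mature miRNAs of unequal abundance, and the paper does not discuss the less abundant, or minor, arms. Both arms were tested for 127 hairpins in AsPC-1 and 150 in PANC-1, and the minor arm was set by the mean over all libraries of the line. After MYEOV knockdown, the mean LFC of the minor arms exceeded that of the major arms by 0.077 in AsPC-1 and by 0.14 in PANC-1. The LFC was higher for the minor arm in 72 of the 127 hairpins in AsPC-1 and in 103 of the 150 in PANC-1. In both lines, the mean log2 ratio of minor to major arm was higher in each knockdown library than in each control library (exact permutation test, p = 0.1 in each line, the smallest possible). Stratified over both lines, the exact permutation p was 0.005, the smallest the 400 regroupings can give. As the pattern was noticed in the same libraries, this p alone does not rule out differences between single libraries. In PANC-1, the mean log2 ratio was -3.87 (SD 0.0066, n = 3) in the control and -3.74 (SD 0.015, n = 3) in the knockdown libraries. The shift in PANC-1 exceeds this spread, which argues against differences between single libraries there. In AsPC-1, the ratio was -3.95 (SD 0.065) and -3.87 (SD 0.0095), so such differences are not ruled out there. The ratio is taken within a library and cannot be moved by scaling. Minor arms are less abundant, and other miRNAs of like abundance were compared with them. The minor arms lay above their trend by 0.023 in AsPC-1, where a share of 0.294 of random draws matched on abundance reached the mean of the minor arms. In PANC-1, they lay above it by 0.064, and a share of 0.0034 of the draws reached their mean. Low abundance may therefore account for the shift in AsPC-1, and not for all of it in PANC-1. With GC content in the regression, the coefficient of the minor arm was 0.075 in AsPC-1 and 0.15 in PANC-1, against 0.075 and 0.16 without it. With all libraries of a line thinned to the smallest total, the difference was 0.085 in AsPC-1 and 0.14 in PANC-1. The sample labels name all 6 control libraries as wild type, so the shift cannot be told apart from an effect of siRNA transfection as such. A rise of minor arms after loss of MYEOV is at most a hypothesis for PANC-1.

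The paper does not discuss the miRNA cluster on chromosome 14, band 14q32, from 101318727 to 101533138 (GRCh37). In PANC-1, 71 miRNAs from 43 of its hairpins were tested, and their mean LFC was -0.17. Of these miRNAs, 53 fell and 18 rose, and among the DE miRNAs 22 fell and 1 rose (limma's camera test across miRNAs, p = 9.73e-10, and p = 1.31e-09 with the replicate block; two-sided exact permutation test over libraries, p = 0.1, the smallest possible). After the GC correction, the mean was -0.20. Random sets matched on abundance had a mean of 0.059, and 0.01% of 10000 sets reached the mean of the cluster, the smallest share they can give. The mean stayed below 0 under each scaling tried, from -0.32 to -0.13. Each PANC-1 knockdown library lay below each control library in the mean of the cluster. The exact permutation p of 0.1 is the smallest that 3 libraries against 3 allow, so it cannot decide on differences between single libraries. The mean log2 value of the cluster was 7.65 (SD 0.036, n = 3) in the control and 7.48 (SD 0.022, n = 3) in the knockdown libraries. The fall in PANC-1 exceeds this spread, which argues against differences between single libraries there. The cluster was chosen after its values in these libraries were seen, which weakens this argument. Camera's p and the share of random sets compare miRNAs with each other, and do not measure the spread between libraries. In AsPC-1, only 8 miRNAs of the cluster were tested, with a mean LFC of 0.17 (camera, p = 0.497; exact permutation test over libraries, p = 0.1, the smallest possible). Of 72 miRNAs of the cluster in the interaction test, 0 passed the threshold and 7 had an unadjusted p under 0.05. Only 8 of the 72 passed the filter in AsPC-1 (0 past the threshold, 2 at an unadjusted p under 0.05), so this test says little on whether the cluster responded differently in the lines. A lower output of the whole cluster in PANC-1 is a hypothesis that remains open.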

How the results depend on the processing

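The designs, the list of alternatives and the rule for the named miRNAs were set before the data were examined. Chosen after seeing the data were the newer quasi-likelihood method, the exact test with no filter, the exact test with total count scaling, tagwise dispersions and reads in 3 libraries, the GC correction, and the replicate block with GC correction. The legacy quasi-likelihood method is the default of the edgeR version used, so this alternative had no value of its own. For the interaction, the exact test cannot be used, and all 12 libraries are in the fit already. Where a cause is not named, the cause was not tested.

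No miRNA that was DE as reported changed its sign under any setting in its own line. The overlap between the lines exceeded chance under each setting in which it was tested (odds ratio 4.06 to 9.47 over 13 alternatives set in advance, 3.00 to 12.4 over those chosen later, and 3.72 to 10.5 over 12 fits without one replicate). The number of DE miRNAs in AsPC-1, 57 as reported, was 29 with the replicate block, 27 with the replicate block with GC correction, and 90 and 27 at thresholds of 0.1 and 0.01. It was 24 to 102 across the 6 fits that each left out one replicate. In PANC-1, it was 121 as reported, 67 with all 12 libraries in one fit, 53 at a threshold of 0.01, and 55 to 129 across the fits without one replicate. The share that rose in AsPC-1, 61.4% as reported, was 35.7% with all 12 libraries in one fit, 79.3% with the replicate block, 81.5% at a threshold of 0.01, 77.8% with the replicate block with GC correction, and 56.9% to 79.2% without one replicate. In PANC-1, it was 57.9% as reported, 69.1% with upper-quartile factors, 18.2% with total count only, 18.5% with the exact test with total count scaling, and 46.0% with the replicate block with GC correction.

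MiR-17-5p and miR-93-5p fell in both lines under each setting that gave a value. For miR-17-5p, whose GC content was not known, the settings with GC correction gave none. In AsPC-1, the adjusted p of miR-17-5p ranged from 1.95e-06 to 0.112 over 13 alternatives set in advance. It was above the threshold with upper-quartile factors (LFC -0.45, adjusted p = 0.0565, edgeR), the replicate block (-0.44, 0.112) and the exact test with no filter (-0.46, 0.0508). That of miR-93-5p ranged from 0.000156 to 0.105 over 13 alternatives set in advance. It was above the threshold with the replicate block (-0.38, 0.105), the exact test with total count scaling (-0.42, 0.0541) and the replicate block with GC correction (-0.43, 0.0523). Without one AsPC-1 replicate, the LFC was -0.58 to -0.24 for miR-17-5p and -0.50 to -0.23 for miR-93-5p, with adjusted p-values up to 0.103 and 0.102 (edgeR). In PANC-1, the LFC of miR-93-5p was -0.45 to -0.29 without one replicate, and it did not pass the threshold without knockdown replicate 3 (adjusted p = 0.0747, edgeR, against 0.00023 to 0.0463 over 13 alternatives set in advance). That of miR-17-5p stayed past the threshold in all 6 fits.

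The mean LFC of the cluster miRNAs in AsPC-1, 0.02 as reported, was -0.084 with all 12 libraries in one fit and -0.046 to 0.16 without one replicate. In PANC-1, the mean was -0.14 with all 12 libraries in one fit as well, but camera's p was then 0.0568, and it was -0.22 to -0.075 without one replicate. Camera's p was above 0.05 without control replicate 1 (0.0606) and without knockdown replicate 3 (0.208). The mean of the MYC-repressed miRNAs in PANC-1, 0.15 as reported, was 0.010 with total count only. The number of miRNAs DE in both lines, 27 as reported, was 16 with the replicate block, 41 and 13 at thresholds of 0.1 and 0.01, 15 with the exact test with total count scaling, 15 with the replicate block with GC correction, and 12 to 38 without one replicate. The correlation over these miRNAs was 0.42 with the replicate block and 0.552 to 0.904 without one replicate. Over the miRNAs DE in neither line, r was 0.00037 with no filter and 0.00040 with the exact test with no filter. The interaction called 2 miRNAs as reported, 4 with upper-quartile factors, 4 with the likelihood-ratio test, 10 with no filter, and 1 to 25 without one replicate. Those called with total count scaling did not include miR-30c-2-3p or miR-1303.

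Among the named miRNAs, several LFC changed sign. In AsPC-1, that of miR-17-3p was 0.0052 with upper-quartile factors and 0.0017 with at least 10 counts in every library. That of miR-25-3p was -0.00206 with total count only, -0.086 with all 12 libraries in one fit and -0.00206 with the exact test with total count scaling. In PANC-1, that of miR-20a-3p was -0.037 and -0.030, and that of miR-92a-3p -0.036 and -0.036, with total count only and with the exact test with total count scaling. Without one replicate, the LFC in AsPC-1 ranged from -0.26 to 0.022 for miR-20a-5p, -0.22 to 0.082 for miR-19b-1-5p, -0.12 to 0.17 for miR-17-3p, -0.41 to 0.033 for miR-19b-3p, -0.47 to 0.16 for miR-106b-3p and -0.024 to 0.055 for miR-25-3p. In PANC-1, it ranged from -0.46 to 0.15 for miR-17-3p and from -0.19 to 0.33 for miR-20a-3p. Of 1205 values of named miRNAs over all settings, 1058 kept their direction and their side of the threshold, 107 became weaker, 21 became stronger and 19 reversed. For 22 values, no GC correction was possible because the GC content was not known.

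MiRNAs of low abundance rest on few reads at this depth. Of those named, miR-548ab in PANC-1 stayed past the threshold in 2 of the 6 fits without one replicate (adjusted p up to 0.328, edgeR). It did so in 7 of 13 alternatives set in advance. In PANC-1, miR-5699-3p had 5 to 7 reads per control library and miR-3942-3p had 6 to 9 reads per knockdown library. Whether depth sets their p was not tested. Without one replicate, their adjusted p rose to 0.114 and 0.132 (edgeR). Over 12 alternatives set in advance, it ranged from 0.0187 to 1 and from 0.0174 to 1.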

Differences from the paper's values

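Of the values that the paper states for these libraries, the number of DE miRNAs in AsPC-1 and the correlation over the miRNAs DE in both lines lay within the limits used here, and those that follow did not. A number was taken to differ when one value was more than 1.5 times the other, and a correlation when the values differed by more than the SD over the 12 fits that each left out one replicate. In AsPC-1, 57 miRNAs were DE, against the paper's 39. Within the limit were 7 of 15 alternatives set before the data were examined and 3 of 6 fits without one replicate. The correlation was 0.888, against the paper's 0.85. Within the limit were 13 of 14 alternatives and 10 of 12 fits without one replicate. The exact tests named below as chosen later were chosen after seeing the values, and none of these settings is known to be the paper's method.

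In PANC-1, 121 miRNAs were DE, against the paper's 54. Of the 15 alternatives set before the data were examined that kept all replicates, 2 came within the limit. These were all 12 libraries in one fit (67) and a threshold of 0.01 on the adjusted p (53). The other 13 did not. Of the 6 fits that each left out one replicate, 2 came within it, without PANC-1 knockdown replicate 2 (68) and without knockdown replicate 3 (55). The exact test with no filter, chosen after seeing the values, gave 81.

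In both lines, 27 miRNAs were DE, against the paper's 15. Of the 15 alternatives set before the data were examined, 3 came within the limit, all 12 libraries in one fit (19), the replicate block (16) and a threshold of 0.01 (13). So did 5 of the 12 fits without one replicate, those without AsPC-1 knockdown replicates 1 (12), 2 (22) and 3 (17) and without PANC-1 knockdown replicates 2 (22) and 3 (17). Of the alternatives chosen after seeing the values, the exact test with no filter gave 21, the exact test with total count scaling, tagwise dispersions and reads in 3 libraries gave 15, and the replicate block with GC correction gave 15.

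The union held 151 miRNAs, against the paper's 78. Of the 15 alternatives set before the data were examined, a threshold of 0.01 came within the limit (67), and the other 14 did not. So did 3 of the 12 fits without one replicate, without PANC-1 control replicate 2 (116), knockdown replicate 2 (103) and knockdown replicate 3 (95). The exact test with no filter, chosen after seeing the values, gave 114.

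Tested in both lines and DE in neither were 302 miRNAs, against the paper's 695. The 302 are out of the 414 miRNAs tested in both lines, whereas the union of 151 is out of the 635 tested in either line. The paper's 695 are its expressed miRNAs outside its union, so the numbers may not count like sets. Part of the difference may come from this. Of the 15 alternatives set before the data were examined, all 12 libraries in one fit came within the limit (532), and the others and all 12 fits without one replicate did not. The exact test with total count scaling, tagwise dispersions and reads in 3 libraries, chosen after seeing the values, gave 726.

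The correlation over the union was 0.634, against the paper's about 0.50 in Fig. S2d, read by eye. None of the 14 alternatives set before the data were examined that kept all replicates closed the gap (0.231 to 0.689). Of the fits without one replicate, the one without AsPC-1 control replicate 1 did (0.537). Over the miRNAs DE in neither line, it was 0.402, against the paper's about 0.18 in Fig. S2d, read by eye. Neither the 14 alternatives (0.00037 to 0.420) nor the 12 fits without one replicate (0.279 to 0.426) closed this gap. All 12 libraries in one fit came close, with 0.138, just beyond the limit of 0.0407.

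After the paper's numbers were known, 30 combinations of scaling, filter and dispersion of edgeR's exact test were also run. They gave 44 to 70 DE miRNAs in AsPC-1, 81 to 138 in PANC-1, 9 to 27 in both, 114 to 175 in either and 467 to 1131 in neither. Within 1.5 times the paper's value were 14 of the combinations for AsPC-1, 2 for PANC-1, 16 for both lines, 1 for the union and 24 for neither. For all of these numbers together, 0 of the 30 were. The paper's number of shared miRNAs was reached by tagwise dispersions and total count scaling with reads in 3 libraries of the line, and also with reads in 6 of the 12 libraries, each with 54 DE miRNAs in AsPC-1 and 119 in PANC-1.

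Fig. S2c, read by eye, shows more colored points for AsPC-1 than for PANC-1. The paper's text gives the opposite order, with 54 DE miRNAs in PANC-1 and 39 in AsPC-1. Here, the number of DE miRNAs was also larger in PANC-1 (121) than in AsPC-1 (57), so it differs in order from the figure and not from the text.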

Other observations

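In this part, some tests were chosen only after the result was seen. For the correlation, these were the tests of GC content and of minor arms. For the cluster and MYC-repressed sets, they were the tests of scaling and of GC content as explanations. For AsPC-1 control replicate 1, they were the tests of a mislabelled library and of depth and thinning. The camera and exact permutation tests of the cluster and MYC-repressed sets were set before the data were examined.

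Among the 4 splits of the 6 AsPC-1 libraries that part all same-numbered pairs, 1 gave as many DE miRNAs as the real one, which is the real one itself, and in PANC-1 it was also 1 of 4. The other splits, and the 6 splits in each line that keep a pair together, gave 0 DE miRNAs in both lines, with 5 to 23 miRNAs at an unadjusted p under 0.05 in AsPC-1 and 5 to 42 in PANC-1. For the miRNAs DE in both lines, 1 of 16 pairs of splits gave as many, the real one, and the others gave 0, with 0 to 3 shared at an unadjusted p. For the absolute r over all miRNAs tested in both lines, it was again 1 of 16, with a next largest of 0.444. With so few splits, these shares cannot be under 0.05. Over all 100 pairs of splits, those that keep same-numbered libraries together included, 1 gave as many shared miRNAs and 1 an absolute r as large, in each case the real one. The next largest absolute r was 0.465. Within a single line, the results cannot be told apart from a regrouping of the libraries by this test alone. After the GC correction, r over the 355 miRNAs with a GC value was 0.515, against 0.524 without it, and over the 100 major arms tested in both lines it was 0.497, so neither GC content nor the minor arms fully explain the correlation. If the controls were untreated, a response to siRNA transfection common to both lines is not ruled out for the overlap and the correlation. These libraries cannot test it.

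The paper proposes that MYEOV acts through MYC on miR-17-5p and miR-93-5p, whose hairpins lie in the miR-17-92 and miR-106b-25 clusters. If nothing else changed, less transcription of the clusters would lower all their miRNAs. The set holds both arms of the hairpins where tested, and its mean weights all of them equally. In AsPC-1, 11 of the 17 cluster miRNAs tested fell and 6 rose, with a mean LFC of 0.019 (camera, p = 0.815, and 0.836 with the replicate block; exact permutation test over libraries, p = 1). Of those that were DE, miR-17-5p, miR-93-5p and miR-106b-5p fell, and miR-20a-3p, miR-92a-1-5p, miR-25-5p and miR-92a-3p rose. With the replicate block, 0 were DE and fell, and 3 were DE and rose. In PANC-1, 13 fell and 4 rose, and 15 fell and 2 rose with total count scaling, with a mean LFC of -0.14 with TMM scaling (camera, p = 0.0213, and 0.00683 with the replicate block; exact permutation test over libraries, p = 0.3). Of those that were DE, miR-17-5p, miR-93-5p, miR-106b-5p and miR-20a-5p fell, and miR-25-5p rose. In PANC-1, 9 were DE and fell and 1 was DE and rose with total count scaling. With the replicate block, these numbers were 6 and 2. GC content was known for only 47.1% of the set, too few to test it, so the fall in PANC-1 cannot be told apart from an effect of GC content. Camera's p in PANC-1 was 0.208 without knockdown replicate 3, 0.0606 without control replicate 1 and 0.0568 with all 12 libraries in one fit. Whether the fall there passes thus depends on single libraries and on the fit. In AsPC-1, the sign of the mean depended on the setting (-0.084 with all 12 libraries in one fit), and miR-20a-3p and miR-92a-1-5p rose by far more than the others changed. In simulated data with all cluster miRNAs lowered by 0.5 (an LFC of -0.5), camera's p was 1.07e-35 in AsPC-1 and 2.24e-41 in PANC-1. Camera would thus detect an equal lowering of that size. In AsPC-1, the LFC of the set had an SD of 0.51, and 4 of the DE miRNAs rose. These values go against an equal lowering of that size in AsPC-1, and a smaller one is not ruled out there. In PANC-1, the mean LFC of -0.14 was a smaller fall than the simulated one. In neither line do the values settle whether the transcription of the clusters was lower. Whether the set as a whole responded differently in the lines was not tested. None of its single miRNAs passed the threshold in the interaction test. MiR-92a-1-5p came nearest, with a difference in LFC, AsPC-1 minus PANC-1, of 0.65 (adjusted p = 0.0564, edgeR). The positions of miR-92a-3p and miR-19b-3p were taken from a copy of their hairpins on chromosome X, so their origin is uncertain.

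The Introduction names miRNAs that MYC represses, of which 13 were tested in each line. In AsPC-1, 9 rose and 4 fell, with a mean LFC of 0.12 (camera, p = 0.319, and 0.301 with the replicate block; exact permutation test over libraries, p = 0.1, the smallest possible), and 0 were DE (3 with an unadjusted p under 0.05). In PANC-1, 12 rose and 1 fell with TMM scaling, and 9 rose and 4 fell with total count scaling. Their mean LFC was 0.15 (camera, p = 0.0151, and 0.00447 with the replicate block; exact permutation test over libraries, p = 0.1, the smallest possible). The DE miRNAs among them rose, with LFC of 0.32 for let-7c-5p, 0.30 for let-7f-5p, 0.26 for let-7i-5p and 0.24 for let-7g-5p. With total count scaling, 0 of the 13 were DE and rose, and 1 was DE and fell (1 with an unadjusted p under 0.05). Over 13 alternatives set in advance, let-7c-5p was DE in 12, let-7f-5p in 10, let-7i-5p in 5 and let-7g-5p in 4. Of the 6 fits without one replicate, let-7c-5p and let-7f-5p were DE in 4 each, let-7g-5p in 2 and let-7i-5p in 1. The LFC of let-7i-5p ranged from 0.15 to 0.30 in these fits. With total count scaling, camera's p in PANC-1 was 0.0816, and after the GC correction it was 0.0396 (exact permutation p = 0.1 without the correction), so the rise is not fully explained by GC content. With the other size factors, camera's p was 0.0190 (DESeq2), 0.0244 (upper-quartile) and 0.0159 (TMM without the 10 most abundant miRNAs), with 12 of 13 miRNAs rising in each. The rise thus missed the threshold with total count scaling alone among the size factors tried, and an effect of library composition is not ruled out. Of the 13 miRNAs, 9 belong to the let-7 family, with miR-98 counted in it. In PANC-1 with TMM scaling, all 9 rose, with a mean LFC of 0.21, and all the DE miRNAs of the set were among them. The rise thus rests largely on this family, and an effect on it alone is not ruled out. Whether the other miRNAs of the set rose was not tested apart. Less repression by MYC may explain the rise in PANC-1, which remains a hypothesis.

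The miRNAs of the clusters that share the miR-17 seed (miR-17-5p, miR-20a-5p, miR-106b-5p and miR-93-5p) fell relative to miR-92a-3p and miR-25-3p, which are also counted as miRNAs of these clusters, although the origin of miR-92a-3p is uncertain. This was noticed in the data, and the miRNAs were chosen for it. The mean LFC was -0.34 against 0.16 in AsPC-1 and -0.40 against -0.041 in PANC-1, and single LFC of miR-92a-3p and miR-25-3p change sign with total count scaling. The difference between the means does not depend on the scaling. Each knockdown library lay below each control library in it, in both lines (stratified exact permutation test, p = 0.005, the smallest possible). As the miRNAs were chosen for this difference, this p does not rule out differences between single libraries. The mean of the 4 miRNAs lay below that of the 5p arms nearest in abundance, with a difference of -0.34 in AsPC-1 and -0.36 in PANC-1, which speaks against a general fall of 5p arms. GC content was known for 4 of the 6 miRNAs, which is too few to test it, and the difference cannot be told apart from an effect of GC content. No biological explanation was tested.

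AsPC-1 control replicate 1 lay apart from the other AsPC-1 controls. Its root mean square log2 distance was 0.300 to the other controls, which lay 0.151 from each other, and 0.381 to the knockdown libraries, so it is not closer to the knockdown libraries, as a knockdown library labelled as a control would be. Its total of 6463528 reads lies between those of the other controls and of the knockdown libraries. After the GC correction, its distance to the other controls was 0.292, against 0.293 without it for the same miRNAs. With all AsPC-1 libraries thinned to the smallest total, its distance to the other controls was 0.304. The GC correction of this library against the other controls was small (root mean square 0.042), and it rests on the hairpin and not on the mature sequence. These tests did not account for the distance of this library, other technical explanations were not tested, and no biological explanation was tested.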
